# Susceptibility of the Non-Targeted Crustacean *Eurytemora affinis* to the Endocrine Disruptor Tebufenozide: A Transcriptomic Approach

**DOI:** 10.3390/genes12101484

**Published:** 2021-09-24

**Authors:** Caroline Arcanjo, Gauthier Trémolet, Nathalie Giusti-Petrucciani, Aurélie Duflot, Joëlle Forget-Leray, Céline Boulangé-Lecomte

**Keywords:** biomarkers, copepods, insect growth regulators, pesticides, transcriptomics

## Abstract

Copepods are zooplanktonic crustaceans ubiquitously widespread in aquatic systems. Although they are not the target, copepods are exposed to a wide variety of pollutants such as insect growth regulators (IGRs). The aim of this study was to investigate the molecular response of a non-targeted organism, the copepod *Eurytemora affinis*, to an IGR. Adult males and females were exposed to two sub-lethal concentrations of tebufenozide (TEB). Our results indicate a sex-specific response with a higher sensitivity in males, potentially due to a differential activation of stress response pathways. In both sexes, exposure to TEB triggered similar pathways to those found in targeted species by modulating the transcription of early and late ecdysone responsive genes. Among them were genes involved in cuticle metabolism, muscle contraction, neurotransmission, and gametogenesis, whose mis-regulation could lead to moult, locomotor, and reproductive impairments. Furthermore, genes involved in epigenetic processes were found in both sexes, which highlights the potential impact of exposure to TEB on future generations. This work allows identification of (i) potential biomarkers of ecdysone agonists and (ii) further assessment of putative physiological responses to characterize the effects of TEB at higher biological levels. The present study reinforces the suitability of using *E. affinis* as an ecotoxicological model.

## 1. Introduction

Copepods are small crustaceans inhabiting most aquatic environments from freshwater to marine and brackish systems. The Copepoda subclass has 10 orders [1] and 14,724 known species (Encyclopedia Of Life, accessed on 4 March 2021, https://eol.org/), including free-living or parasitic organisms, which shows a high diversity in morphology and physiology [2]. These organisms are important in the trophic chain as they link primary producers with larger predators [3]. They provide essential ecosystem services by supporting the maintenance of fish of economic importance. They are thus suitable model organisms for ecotoxicology and genomics studies [2,4,5] due to their primordial position in the trophic chain, copepod ubiquity, diversity, and capacity to transfer pollutants to higher trophic levels [6,7,8,9,10,11,12].

‘Omics’ technologies (e.g., transcriptomics, proteomics, and metabolomics) and ecotoxicology are utilised in ecotoxicogenomics to assess toxicant impacts, from a mechanistic point of view, on organisms that are representative of ecosystems [13,14]. Use of these ‘omics’ tools after exposure to toxic compounds could help in the detection of early stress responses to contamination and thus could define early molecular biomarkers of exposure in organisms. Recent advances in non-model genome sequencing have allowed the use of these technologies for a greater number of species commonly used in ecotoxicology, such as copepods [14]. 

Among toxic compounds released in ecosystems, pesticides and particularly toxic compounds that behave as endocrine disruptors (EDs) are of growing concern. EDs are defined as ‘exogenous substances or mixtures that possess properties that might be expressed to lead to endocrine disruption in an intact organism, or its progeny, or (sub) populations’ [15]. EDs can (i) alter hormone secretion, (ii) interfere with hormone receptors, or (iii) modify the metabolism of circulating hormones [16]. Insect growth regulators (IGRs) are specifically designed to disrupt ‘processes essential to the normal development of insects or their progeny’ by altering moulting [17]. Despite their selectivity, these molecules could affect the endocrine systems of non-targeted organisms in the vicinity. In insects, moult is controlled by ecdysteroid 20-hydroxyecdysone (20E). It binds to the EcR-USP (ecdysteroid receptor-ultraspiracle) receptor complex, which leads to the transcriptional up-regulation of early response genes. This results in the transcriptional regulation of late-responsive genes involved in moulting processes. In crustaceans, these processes are considered similar; thus, putative moulting pathways were proposed based on insect and decapods studies [18,19,20,21]. Therefore, information on the endocrine systems in copepods was originally derived from knowledge of decapods despite differences between these groups [22]. Furthermore, studies on the effects of EDs on different crustacean groups, including copepods, show diverse responses (ED did not affect all groups) (reviewed in [23]). This highlights the complexity of extrapolation from one group to another. Therefore, in environmental risk assessment, it is essential to evaluate the impact of EDs on non-targeted organisms, such as copepods, that have ecological importance. 

In view of the above, the aim of the present work was to explore the molecular response of a non-targeted organism to insect growth regulators via a transcriptomic approach. The calanoid copepod *E. affinis—*a species with widespread presence in Northern Hemisphere estuaries [24]—was chosen as a model. *E. affinis* is a suitable test organism due to its small size, sexual dimorphism, short generation time, and ease of culturing in the laboratory [5,25]. This species has been used in several ecotoxicological studies to assess toxicant effects by (i) assessing whole-organism responses including survival, development, reproduction, and behaviour [26,27,28,29,30,31,32] and (ii) molecular investigations of gene expression [33,34]. Copepods were exposed to sub-lethal concentrations (0.5 and 50 µg/L), of a model insecticide, tebufenozide (TEB). This IGR behaves as an ecdysone receptor agonist that mimics a 20E moulting hormone. It targets lepidopteran larvae inducing a lethal precocious moult [35,36]. Despite its narrow spectrum against lepidopteran larvae [37], the effects of TEB on non-targeted species such as crustaceans (i.e., with similar moulting systems) remain to be assessed in copepods. 

## 2. Materials and Methods 

### 2.1. Copepod Sampling and Acclimatization

*E. affinis* copepods were sampled at ebb tide in July 2019 in the oligo-mesohaline zone of the Seine estuary at the Tancarville station (latitude 49 28′19.24″ N, longitude 0 27′55.303″ E, Normandie, France). They were collected in a Working Party (WP) 2 plankton net (200 µm mesh size) and immediately washed through four successive sieves to ensure the elimination of large particles and predators. Copepods were collected on 500 µm and 250 µm mesh size sieves and transferred into isotherm containers in Seine water and brought back to the laboratory. Once in the laboratory, salinity was gradually adjusted to 15 psu (practical salinity unit) using a mixture of UV-treated filtered sea water (Deauville, Normandie, France) and distilled water. Copepods were then collected through 250 µm mesh size sieves and transferred to a clean 15 psu water glass tank. They were fed *ad libitum* with *Rhodomonas salina* algae and kept under optimal conditions (i.e., 15 °C, 15 psu, 18-h/6-h light-dark cycle, [38]) for at least three days before exposure.

### 2.2. Chemical Preparation and Experimental Design

Tebufenozide (TEB; CAS Number 112410-23-8; analytical standard) was purchased from Sigma-Aldrich (Germany). Stock solutions at 5 mg/L and 500 mg/L were prepared in acetone (Sigma-Aldrich, Germany)and were extemporaneously diluted in experimental devices containing 15 psu filtered (0.4 µm) water to yield final concentrations of 0.5 µg/L and 50 µg/L. Selection of the sub-lethal concentrations was based on toxicity tests in *E. affinis* (Figure S1) and literature data showing effects of a 0.5 µg/L TEB exposure in *Gammarus fossarum* [39] and a maximum expected concentration of 50 µg/L in water (lake) after TEB application in a nearby forest [40]. The final acetone concentration in all experimental devices was 0.01% *w/v*, in accordance with OECD (Organisation for Economic Cooperation and Development) guidelines [41]. Water quality controls in all experimental devices were performed at T0 and T+72h to maintain the TEB concentration during experiment based on HPLCMS with a quantification limit of 0.4 µg/L (La Drôme Laboratoire, Valence, France).

Prior to the experiment, devices (i.e., glass crystallizers) were saturated at least 48 h with 15 psu filtered contaminated water to avoid contaminant adsorption during further exposure. Exposure was then performed under optimal conditions (i.e., 15 °C, 15 psu, 18-h/6-h light-dark cycle) using depurated copepods distributed in triplicate within the saturated experimental devices containing 400 mL (1 copepod/mL) of fresh contaminated 15 psu filtered water. The solvent control exposure was conducted under the same conditions as the TEB exposure, with a final acetone concentration of 0.01% *w/v.* Exposure solutions were daily renewed (50% of the media). Copepods were fed *ad libitum* with *R. salina* algae every exposure day prior to the solution renewal. After 72 h of exposure, triplicates of 30 males and 30 females (without eggs) were made. Pools were washed with RNA-free water, dried by removing the washing water, quickly frozen in liquid nitrogen, and stored at −80 °C until used for RNA extraction.

### 2.3. RNA Extraction and Library Preparation and Sequencing

RNA extractions were performed using the ZR Tissue & Insect RNA Microprep kit (Zymo Research, Irvine, CA, USA) following the manufacturer’s instructions after crushing and homogenization with a Precellys homogenizer (Bertin Technologies, France). RNA quantity was determined using a QuantiFluor ^®^ RNA kit on a Quantus™ Fluorometer (Promega, France) and qualified on a RNA 6000 Pico RNA chip on a 2100 Bioanalyzer (Agilent Technologies, Les Ulis, France). 

The library preparation and sequencing were performed by Biofidal (Biofidal, Vaulx-en-Velin, France, http://www.biofidal-lab.com accessed on 20 September 2021). Briefly, cDNA libraries were prepared from 200 ng of total RNA using the Universal Plus mRNA-Seq Library Preparation with a NuQuant kit (NuGen Tecan Genomics, Switzerland). cDNA was quantified with a QuantiFluor ^®^ dsDNA kit (Promega, France) and NuQuant^®^ (Nugen Tecan, Switzerland) on a Qubit^®^ 2.0 Fluorometer (Thermo Fisher Scientific, France). The quality was assessed on a High-Sensitivity DNA chip on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Libraries were run on a High and Mid output Flow Cell NextSeq 500 instrument (Illumina, San Diego, CA, USA), with a single-end read (75 and 150 base pair (bp)). The sequencing strategy was established based on the aim of the present paper: to determine differential expression. To do so, single-end reads were shown to be sufficient [42]. For the high output run, SR 75 bp, the sequencing was repeated in order to reach the total number of expected reads. The reads produced after sequencing were homogeneous with good quality score (Table S1).

### 2.4. Differential Gene Expression

Data pre-processing, gene count generation, and statistical analysis were performed by Biofidal (Biofidal, Vaulx-en-Velin, France, http://www.biofidal-lab.com accessed on 20 September 2021). Raw reads were first submitted to a quality selection (Phred score above 30) and adapter trimming using Trimmomatic [43]. Reads with length < 36 bp were also removed. 

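The deposited counts cover 18 libraries, each made from a pool of 30 copepods, with 3 pools for each sex and TEB concentration. Between 3882407 and 17114866 reads per library were counted in genes, with a median of 8707556.5. Female libraries held 7983412 to 17114866 counts and male libraries 3882407 to 10468479. The lowest totals were those of male 50 µg/L replicates 2 and 1, at 3882407 and 5019069 counts. Across the libraries, the counted reads were 42.4% to 57.0% of the raw reads that the paper lists. Of the 23728 genes of the table, 1277 had no counts in any library.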

Between 7 and 24 million reads per sample were produced after pre-processing. Reads were aligned to the *E. affinis* reference genome (GCA_000591075.2 Eaff_2.0; Atlantic clade, [44]) with the STAR aligner [45], and gene count generation was performed using FeatureCounts [46]. The count matrix was used to perform PCA and to generate a heatmap of the Euclidean distance (Figure S2), showing good clustering between biological replicates. Indeed, the PCA results highlighted that 98% of the variance was explained by a biological variable (i.e., sex) underlying no the batch effect produced by the use of two flow-cells for the sequencing. 

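Sex parted the 18 libraries along the first principal component (PC1), which held 91.7% of the variance of the 500 most variable genes. The 9 female libraries lay between 67.7 and 93.2 on PC1. Males at 50 µg/L lay between -102 and -93.8, while replicate 1 of the male controls and of the males at 0.5 µg/L lay at -113 and -110. The other 4 male libraries lay nearer to the females, at -65.5 and -57.8 for male control replicates 2 and 3 and at -73.2 and -72.5 for male 0.5 µg/L replicates 2 and 3. Transcripts abundant in females were measured in these 4 libraries. For 200 genes with the highest ratio of females to males at 0.5 µg/L and a mean of at least 10 CPM (counts scaled to the size of the library) in those females, the level in each library was the median of its CPM relative to the mean of females at 0.5 µg/L. This level was 34.9% and 45.6% in male control replicates 2 and 3, 19.0% and 19.2% in male 0.5 µg/L replicates 2 and 3, and 0.159% to 0.423% in the other male libraries. Male controls and males at 50 µg/L differed by 26.7 percentage points on average, with an exact two-sided permutation p = 0.2, where 3 libraries against 3 cannot give less than 0.1. Female 0.5 µg/L replicate 3, which was sequenced on the same flow cell as all libraries at 50 µg/L, lay at 92.1, beside 85.1 and 90.0 for replicates 1 and 2 on the other flow cell. PC1 held 74.6% of the variance over all genes and 80.1% over log2 CPM. From the share of variance that followed sex, the paper reasons that the use of 2 flow cells produced no batch effect.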

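Within the 9 female libraries, PC1 held 49.8% of the variance and set female 50 µg/L replicate 1 (-46.1) and female control replicate 1 (-34.2) apart from the other 7 libraries (6.06 to 16.6). Within the 9 male libraries, PC1 held 81.5% of the variance and set male control and male 0.5 µg/L replicates 2 and 3 (46.0 to 60.5) apart from the other 5 libraries (-46.5 to -35.6). Correlations between replicates, taken across genes on log2 CPM, ranged from 0.966 to 0.986 in the female groups. In males, they ranged from 0.842 to 0.947 between controls, from 0.888 to 0.957 at 0.5 µg/L and from 0.943 to 0.955 at 50 µg/L. Genes are not independent of each other, so these correlations describe likeness between libraries and carry no test.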

The observed dispersion between replicates of the same group found in the PCA (Female 50 µg/L replicate 1 and Female control replicate 1) was likely due to biological diversity among replicates more than a batch effect as they were sequenced on different flow-cells. Thus, all sequenced samples were included for the differential analysis. Assessment of differential gene expression was performed using the R packages DESeq2 [47] and EdgeR [48]. Genes with adjusted *p*-value (FDR) ≤ 0.05 and |FoldChange| ≥ 2 were considered significantly differentially expressed. Genes satisfying those thresholds with both methods were considered to be a refined subset of differentially expressed genes (DEGs).

### 2.5. Functional Analysis

To gain insight into the DEG biological functions, gene ontology (GO) enrichment was performed. Prior to the enrichment, a list of *E. affinis* gene identifiers linked to their related GO terms was produced using Blast2GO v.5.2.2 [49] to overcome the lack of such a published database. Briefly, sequences of all genes were aligned against the BLAST non-redundant (nr) protein database using the blastx algorithm at the e-value cutoff of 1 × 10^−3^ with a 30-blast hit. GO annotation of successfully blasted sequences was performed using Blast2GO mapping and annotation tools using default settings. To improve GO annotation, sequences were also search against the InterPro data base running InterProScan and using the annotation expender (ANNEX) within Blast2GO. The GO enrichment analysis was then performed with the R package topGO v.2.36.0 [50] on the DEGs against the GO annotation file produced in Blast2GO using a Fisher’s exact test with the “classic” algorithm. GO terms corresponding to biological process (BP), cellular component (CC) or molecular function (MF) were considered significantly enriched with a Fisher’s exact test *p*-value ≤ 0.01. From 19% to 45% of the DEGs were considered for BP, from 18% to 40% for CC, and from 25% to 61% for MF. To gain an overview of all DEG functions, we manually searched each DEG with known annotation (genome annotation download from NCBI in October 2019). Protein names were search within the UniProt Knowledgebase (UniProtKB, https://www.uniprot.org/ accessed on 20 September 2021) database filtered by organisms (“crustacea” or “arthropoda” as a priority).

To complete the GO enrichment, DEGs as well as all *E. affinis* genes in fasta format were annotated against the KEGG (Kyoto Encyclopedia of Genes and Genomes) database using the KASS (KEGG Automatic Annotation Server) interface. The single directional best hit method was chosen with BLAST as the search program. *Daphnia pulex* and *Penaeus vannamei* were selected organisms as they were the only two crustaceans that were annotated in the database. The files produced, i.e., gene identifier associated with the ko number, were used to retrieve KEGG pathways corresponding to each ko number using the R package KEGGREST v.1.24.1 [51]. The KEGG pathway enrichment analysis was performed using contingency tables with genes in KEGG pathways for all *E. affinis* genes and for DEGs by applying Fisher’s exact test. *P*-values were then corrected (FDR), and pathways with FDR ≤ 0.05 were considered significantly enriched. Volcano as well as dot plots were drawn using the *ggplot2* v3.2.0 R package [52], and Venn diagrams were drawn with the VennDiagram v1.6.20 R package [53]. 

## 3. Results

### 3.1. Tebufenozide Concentration in Water

*E. affinis* copepods were exposed to nominal concentrations of 0.5 and 50 µg/L of TEB. Water was sampled at the beginning (T0) and the end (T72h) of exposure to measure the concentration of TEB. Analysis revealed that the concentration of TEB was below the quantification limit (0.4 µg/L) in the control and in the 0.5 µg/L exposure to TEB at T0 and T72h (Table 1). Concentrations of TEB were 13.82 µg/L at T0 and 11.73 µg/L at T72h for the 50 µg/L nominal concentration exposure, which showed a decrease of approximately 15% in the experiment (Table 1). To avoid confusion with the concentration of TEB in water, nominal concentrations of TEB (i.e., 0.5 and 50 µg/L) will be referred to as nominal in this publication.

### 3.2. Differential Expression Analysis

Differential expression analysis was performed to determine the effects of a model endocrine disruptor with known modes of action, tebufenozide, on the gene expressions of male and female *E. affinis*. 

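The experiment compared whole copepods of both sexes after 72 h without TEB or with nominal TEB concentrations of 0.5 and 50 µg/L. At 50 µg/L, the concentration measured in the medium was 13.82 µg/L at the start and 11.73 µg/L at the end of the exposure. Each of the 6 groups had 3 libraries, and each library was poly(A) RNA of a separate pool of 30 copepods. Counts in genes ranged from 7909420 to 10468479 in male controls (median 8754285), from 6945417 to 8660828 in males at 0.5 µg/L (median 8114451) and from 3882407 to 8181508 in males at 50 µg/L (median 5019069). In females, they ranged from 13325753 to 17114866 in controls (median 14073018), from 10225441 to 16139881 at 0.5 µg/L (median 14539358) and from 7983412 to 9829482 at 50 µg/L (median 8651161). These counts in genes, and not the reads after pre-processing that the paper gives, are the depth behind every value. All control libraries, the males at 0.5 µg/L and female 0.5 µg/L replicates 1 and 2 were sequenced as 75 bp reads on a high output flow cell. All libraries at 50 µg/L and female 0.5 µg/L replicate 3 were sequenced as 150 bp reads on a mid output flow cell, so in males the flow cell and exposure to 50 µg/L cannot be told apart. The authors trimmed the reads, aligned them to the reference genome and counted them per gene, and the deposited table holds these raw counts. Their setting for reads that match several genes is not given in the sources used here, so values of close paralogs may share reads. Here, the counts of each sex were normalized by edgeR's trimmed mean of M-values (TMM), filtered for genes with few counts and compared between groups with edgeR's quasi-likelihood test. Genes passing the study's thresholds, a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2, are called DEGs, and DESeq2 was run beside edgeR at the same thresholds. Levels of single genes are given as TMM-normalized CPM, as mean ± SD over the 3 pools of a group. Standard errors of edgeR's log2 fold changes were derived from the test statistic.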

Overall, the number of differentially expressed genes (DEGs; adjusted *p*-value ≤ 0.05 and |FoldChange| ≥ 2) increased with the concentration of TEB for both sexes. 

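At 0.5 µg/L, 0 genes of 15555 tested in females and 0 of 17492 in males were DEGs by edgeR, and at 50 µg/L 1 gene was a DEG in females and 50 in males. DESeq2 called 7 genes in females and 3 in males at 0.5 µg/L, and 139 in females and 1978 in males at 50 µg/L. At an unadjusted p under 0.05 by edgeR, 505 genes in females and 692 in males stood out at 0.5 µg/L, where chance gives 777.8 and 874.6. At 50 µg/L, these counts were 1944 in females and 4742 in males. A direct comparison of the 2 concentrations gave 7 DEGs in males, 2 higher and 5 lower at 50 µg/L, and 387 by DESeq2, 163 higher and 224 lower. Tubulin alpha-3 (LOC111709132), a subunit of microtubules, rose from 74.8 ± 5.26 CPM at 0.5 µg/L to 217 ± 31.3 CPM at 50 µg/L (log2 fold change 1.54, standard error 0.22, adjusted p = 0.0492 by edgeR's quasi-likelihood test). Protein PXR1-like (LOC111717198), named for a yeast protein of ribosomal RNA processing, fell from 41.7 ± 1.95 to 13.3 ± 0.945 CPM (log2 fold change -1.65, standard error 0.23, adjusted p = 0.0458 by edgeR). Among the other 5 were a pair of muscle myosin heavy chain genes (LOC111711689, -2.05 (standard error 0.26), and LOC111711716, -2.71 (standard error 0.37)), whose reads may be shared between paralogs. With a term for the flow cell, which rests on female 0.5 µg/L replicate 3, 0 were DEGs, with log2 fold changes of 1.11 (standard error 0.49) for tubulin alpha-3, -0.36 (0.35) for PXR1-like, -0.15 (0.47) for LOC111711689 and 0.25 (0.64) for LOC111711716, which turned; these changes were smaller and their standard errors larger. In females, the direct comparison gave 0 DEGs by edgeR, 778 genes at an unadjusted p under 0.05 and 10 DEGs by DESeq2. Leaving out any library of males at 0.5 or 50 µg/L gave 0 DEGs between these concentrations, and leaving out female 0.5 µg/L replicate 3 gave 28 in females. Without that replicate, females at 0.5 and 50 µg/L lay wholly on different flow cells, so concentration and flow cell cannot be told apart there.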

In this study, 28 genes in females and one gene in males were mis-regulated after exposure at 0.5 µg/L (Figure 1a,c), whereas 116 and 1324 genes were highlighted in females and males, respectively, at 50 µg/L (Figure 1b,d). 

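Of the 50 DEGs by edgeR in males at 50 µg/L, 35 rose and 15 fell. Neuropeptide-like protein 32 (LOC111714314), named for a neuropeptide precursor, rose from 10.8 ± 3.12 to 107 ± 35.4 CPM (SD, n = 3; log2 fold change 3.32, standard error 0.49, adjusted p = 0.0280 by edgeR's quasi-likelihood test). Sulfoquinovose 1-dehydrogenase-like (LOC111714714), named for an enzyme that oxidizes a sulfosugar, rose from 35.2 ± 7.83 to 230.4 ± 74.7 CPM (log2 fold change 2.71, standard error 0.34, adjusted p = 0.0214 by edgeR). NADP-dependent alcohol dehydrogenase C 1-like (LOC111714791) rose from 76.8 ± 1.80 to 258 ± 54.1 CPM, pirin-like protein (LOC111718033) from 6.84 ± 1.90 to 41.2 ± 10.9 CPM, and BET1-like protein (LOC111694756), a factor of vesicle transport, from 46.7 ± 1.95 to 116 ± 10.9 CPM. Tubulin alpha-3 stood at 56.8 ± 13.3 CPM in male controls. Elongation factor 1-alpha-like (LOC111697183), which brings aminoacyl-tRNA to the ribosome, fell from 367 ± 190.1 to 44.5 ± 4.68 CPM (log2 fold change -3.04, standard error 0.48, adjusted p = 0.0342 by edgeR), with 147, 480.3 and 472 CPM in control replicates 1, 2 and 3. Transcriptional regulator ATRX-like (LOC111702385), a chromatin remodeller, fell from 29.4 ± 12.6 to 5.21 ± 0.884 CPM and tubulin alpha-1 (LOC111703978) from 11.7 ± 5.83 to 0.290 ± 0.253 CPM. Tubulin alpha-1 also differed by -3.43 on the log2 scale between female 0.5 µg/L replicate 3, on the flow cell of 50 µg/L, and replicates 1 and 2, and its log2 fold change in males went from -5.10 (standard error 0.71) to -1.41 (0.96) with a term for the flow cell. The single DEG in females at 50 µg/L, an uncharacterized gene (LOC111701273) that was named after its values were seen, fell from 1323 ± 212 to 562 ± 23.3 CPM (log2 fold change -1.19, standard error 0.14, adjusted p = 0.0413 by edgeR). DESeq2 also called 49 of the 50 genes in males and the gene in females. Without male control replicate 1 the count in males was 4060, without replicate 3 it was 1, and without male control replicate 2 or any library at 50 µg/L it was 0; in females it was 45 without control replicate 2 and 0 without any other library of the comparison. A term for the flow cell, which rests on female 0.5 µg/L replicate 3, left 0 DEGs in each sex. With it, all 35 higher genes kept their sign, with a median log2 fold change of 1.94 (median standard error 0.58) against 1.93 (0.31), and 12 of the 15 lower genes did, with -1.29 (0.53) against -2.50 (0.37); LOC111701273 had -0.70 (0.20) against -1.19 (0.14). So the calls ended with larger standard errors in all sets, and with smaller changes for the lower genes and the gene in females. 

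**Figure D1:**
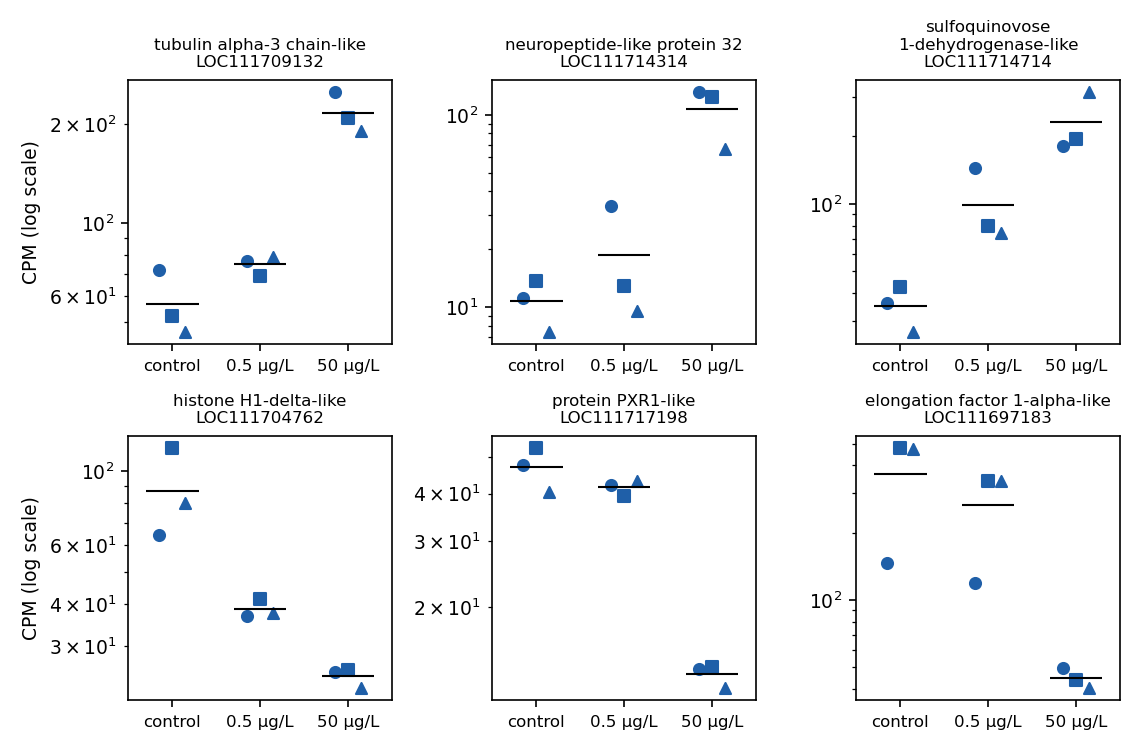
CPM on a log scale of 6 genes in male copepods; each point is one pool (replicate 1 circle, 2 square, 3 triangle) and each line the mean of 3 pools at 0, 0.5 or 50 µg/L. Tubulin alpha-3, neuropeptide-like protein 32 and sulfoquinovose 1-dehydrogenase-like reached means of 217, 107 and 230.4 CPM at 50 µg/L, while histone H1-delta, PXR1-like and elongation factor 1-alpha-like were at 24.3, 13.3 and 44.5 CPM.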

Under all conditions, excluding those in which males were exposed to 0.5 µg/L of TEB, genes were mostly down-regulated and represented from 65 to 100% of DEGs. 

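Genes lower by DESeq2 in males at 50 µg/L were mostly genes with higher expression in females. Of 1239 genes lower by DESeq2, 1090 (88.0%) were at least 2 times higher in females than in males at 0.5 µg/L, and of 739 higher genes 619 (83.8%) were at least 2 times higher in males. Of the 15 genes lower by edgeR, 7 (46.7%) were at least 2 times higher in females and 5 in males. These ratios use library totals. With TMM over all libraries the shares were 82.8% (lower by DESeq2), 87.7% (higher) and 40% (lower by edgeR). The share over all tested genes at 0.5 µg/L is not given here. Between the controls of the sexes, edgeR called 2146 of 18110 genes higher and 6251 lower in females at the study's thresholds. Genes higher in males were thus common among all genes, which limits what the share among the higher genes tells. The 200 female genes, those with the highest ratio of females to males at 0.5 µg/L, had 192 members tested in males at 50 µg/L, all with a negative log2 fold change. Against male control replicate 1 their median log2 difference was 0, and against replicates 2 and 3 it was -4.79 and -4.99. Of these members, 0 were DEGs by edgeR, 180 were lower at an unadjusted p under 0.05 and 137 were lower DEGs by DESeq2. The genes were picked on the libraries at 0.5 µg/L, and not on the male controls or the males at 50 µg/L. Genes are not independent of each other, so these counts of members carry no test. Female genes had been measured in male control and male 0.5 µg/L replicates 2 and 3, and leaving out these 4 male libraries was a choice made after seeing the data. Without them, with the lone control and 0.5 µg/L libraries taken to vary like the males at 50 µg/L, edgeR called 416 genes in males at 50 µg/L, 177 higher and 239 lower, and DESeq2 253, 99 higher and 154 lower, against 1978 with all libraries. Over the 1239 genes lower by DESeq2, the median log2 fold change was -1.52 with all libraries. Without the 4 it was -0.46, over the 1147 of them that kept enough counts for that fit. For the 35 genes higher by edgeR it was 1.93 and 1.73. By direction, 15 of the 50 DEGs by edgeR in males were lower (30%), as were 1239 of 1978 by DESeq2 (62.6%), and in females 127 of 139 by DESeq2 at 50 µg/L (91.4%) and 7 of 7 at 0.5 µg/L. 

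**Figure D2:**
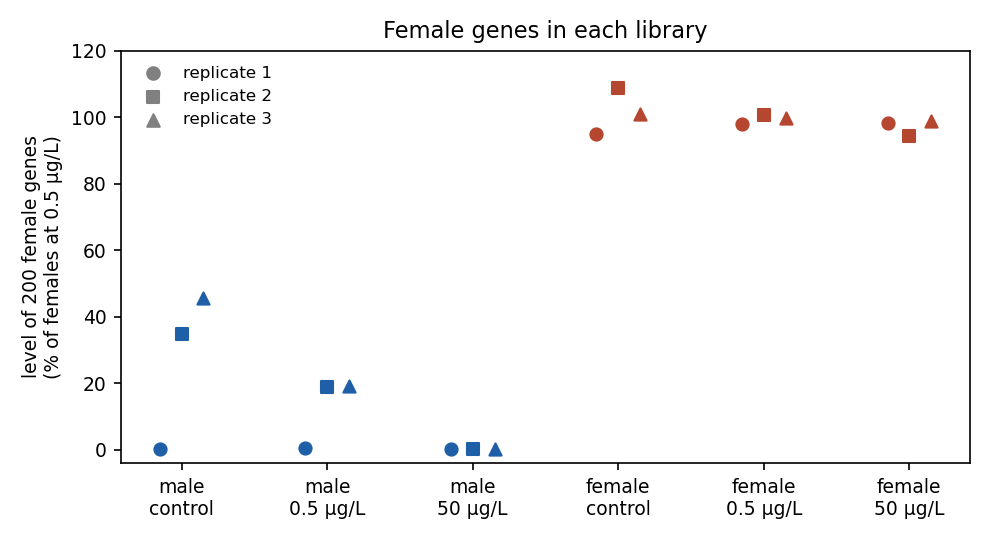
Level of the 200 female genes in each of the 18 libraries, as the median percentage of their mean CPM in females at 0.5 µg/L; each point is one pool, marked by replicate, with males in blue and females in red. Male control replicates 2 and 3 stand at 34.9% and 45.6% and male 0.5 µg/L replicates 2 and 3 at 19.0% and 19.2%, with the other male pools below 1% and females at 94.3% to 109%.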

No DEGs were shared in males and females for both concentrations of TEB (Figure 1e). Few genes overlapped between conditions, eight genes overlapped between females for both concentrations of TEB and 26 genes between males and females at 50 µg/L (Figure 1e). 

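In females, 0 genes were DEGs by edgeR at both concentrations, and 4 were lower by DESeq2 at both, where independent calls give 0.0572 over 15555 genes. The 4 rest on the same 3 control libraries, which enter both comparisons. Simulated counts with shared controls and no effect gave 0.7 shared calls on average and at most 2. In them DESeq2 called 3.1 genes on average at 50 µg/L, against 139 in the data, so they are no reference for this overlap. Between the sexes at 50 µg/L, 0 genes were shared by edgeR in either direction, which had 1 DEG in females to share. By DESeq2, 28 genes were lower in both sexes, where independent calls give 9.65 (exact one-sided hypergeometric p = 2.11e-07 over 14978 genes). A further 5 were higher in both, where 0.531 are given (p = 0.000102 by the same exact hypergeometric test). This test takes genes as independent of each other, which they are not, and its p does not measure variation between pools. Hsp70 genes (LOC111707610, LOC111717003), which encode heat shock chaperones, and a pair of myosin heavy chain genes (LOC111711689, LOC111711716) were DEGs by DESeq2 in both sexes. All 50 µg/L libraries of both sexes were sequenced on the mid output flow cell and all controls on the other.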

A gene coding for *mucin-5AC-like* (LOC111697205) was identified among the female overlapping genes at both concentrations. Furthermore, among the 26 genes shared between sexes for the highest exposure to TEB, we found two genes that code for proteins involved in muscle contraction, i.e., myosins (LOC111711689 and LOC111711716), one gene involved in moulting, i.e., *methyl farnesoate epoxydase-like* (LOC111717477), and two *hsp70* genes (LOC111707610 and LOC111717003). 

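Mucin-5AC-like (LOC111697205), named for a gel-forming glycoprotein of mucus, stood at 8.54 ± 4.40 CPM in female controls, 2.25 ± 0.266 CPM at 0.5 µg/L and 2.21 ± 0.443 CPM at 50 µg/L (SD, n = 3). The 3 female controls had 12.0, 3.59 and 10.0 CPM, and each was above every exposed female pool. Its log2 fold change was -1.89 at 0.5 µg/L (standard error 0.40, adjusted p = 0.916 by edgeR's quasi-likelihood test) and -1.90 at 50 µg/L (standard error 0.41, adjusted p = 0.163), so it was no DEG by edgeR at either concentration. DESeq2 gave adjusted p = 0.0251 and 0.00506. In males at 50 µg/L the log2 fold change was -0.16 (standard error 0.33).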

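Of the 26 genes that the paper lists as shared, 18 had negative log2 fold changes in both sexes, 6 had positive ones and 2 pointed in opposite directions. Muscle myosin heavy chain genes were among the lower ones: LOC111711689 fell in males from 86.1 ± 28.1 to 23.5 ± 2.44 CPM (log2 fold change -1.87, standard error 0.26, adjusted p = 0.0261 by edgeR's quasi-likelihood test) and stood at 24.3 ± 3.92 and 4.91 ± 1.35 CPM in females (adjusted p = 0.144). LOC111711716 fell in males from 10.9 ± 0.564 to 1.54 ± 0.190 CPM (log2 fold change -2.79, standard error 0.37, adjusted p = 0.0230 by edgeR) and stood at 3.02 ± 0.895 and 0.243 ± 0.0343 CPM in females (edgeR adjusted p = 0.157). The hsp70 genes, which encode stress-induced chaperones, had log2 fold changes of 2.76 (standard error 0.52) and 2.44 (standard error 0.48) in males and 1.88 (standard error 0.30) and 1.40 (standard error 0.32) in females, with edgeR adjusted p from 0.0525 to 0.163. Uncharacterized genes pointed in opposite directions, with log2 fold changes of 1.09 in females and -2.56 in males for LOC111696577 and -2.01 and 1.26 for LOC111698329. LOC111696577 is itself one of the female genes, with a log2 ratio of females to males at 0.5 µg/L of 2.97. Without the 4 male libraries with female genes, the log2 fold change in males was -0.64 for LOC111696577 and 1.14 for LOC111698329. By edgeR, 8 of the 26 were DEGs in males, 2 higher and 6 lower, and 0 in females, where all 26 had an unadjusted p under 0.05 and 24 were DEGs by DESeq2; the study chose these genes on these libraries. Without the 4 male libraries with female genes, 19 of the 26 were DEGs by edgeR in males. Female 0.5 µg/L replicate 3 shared the flow cell of the 50 µg/L libraries: its log2 difference from replicates 1 and 2, relative to the log2 fold change of males at 50 µg/L, had a median of 0.675 over the 26 genes, 0.849 over the myosins and -0.018 over the hsp70 genes. With a term for the flow cell, the log2 fold change in males was 0.03 for LOC111711689 and 0.18 for LOC111711716. 

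**Figure D3:**
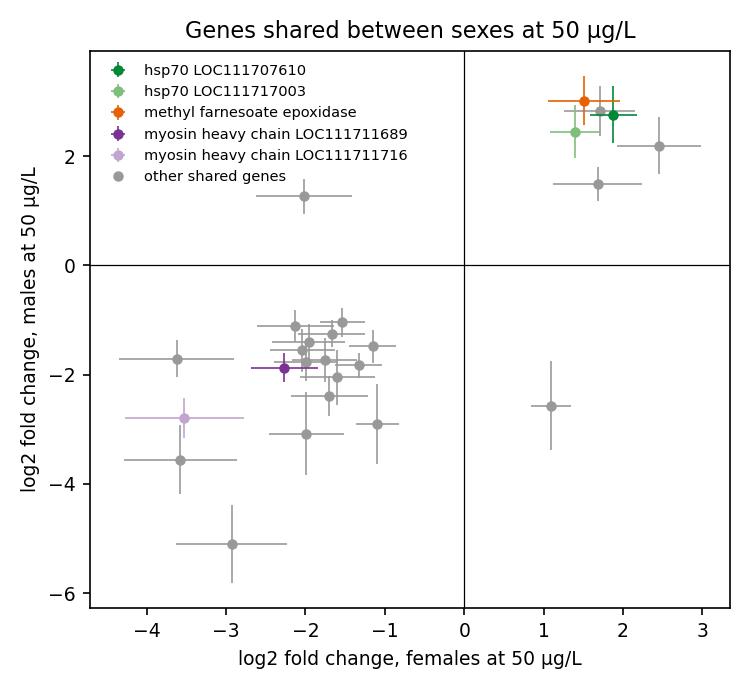
Log2 fold change at 50 µg/L against control in females (horizontal) and males (vertical) for the 26 genes the paper lists as shared; points are edgeR estimates from 3 pools per group and bars their standard errors. The genes of 18 points lie at lower left, 6 at upper right and 2 in the opposite corners.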

The complete list of DEGs in males and females at concentrations of 0.5 and 50 µg/L of TEB and the list of shared genes are reported in Table S2.

### 3.3. DEG Functional Analysis

To gain an overview of the biological functions and pathways of DEGs, we performed a GO and KEGG functional enrichment for both sexes at 50 µg/L and for females at 0.5 µg/L. A sub-selection of the GO terms of interest is represented in Figure 2. We investigated GO term enrichment in three aspects: biological process (BP; Figure 2a), cellular component (CC; Figure 2b), and molecular function (MF; Figure 2c). Table S3 presents the complete list of GO terms (Fisher’s exact test *p*-value ≤ 0.01) and KEGG (FDR ≤ 0.05) pathways that were significantly enriched for both sexes at 50 µg/L and for females at 0.5 µg/L. In males exposed to 50 µg/L, GO terms were mostly related to cell cycle (GO:0007049; *p*-value < 1 × 10^−7^ and ko04110; FDR < 0.05), i.e., the mitotic cell cycle (GO:0000278; *p*-value < 1 × 10^−5^) or DNA replication (GO:0006260; *p*-value < 1 × 10^−9^ and ko03030; FDR < 0.05). This result was confirmed by the analysis for the CC category with terms such as nucleus (GO:0005634; *p*-value < 1 × 10^–9^), chromosome (GO:0005694; *p*-value < 1 × 10^−6^) or cell part (GO:004464; *p*-value < 1 × 10^−6^). Additionally, terms related to reproductive functions, i.e., sperm individualization (GO:0007291; *p*-value < 0.01) or meiosis I (GO:007127; *p*-value < 1 × 10^−3^), and terms corresponding to DNA repair (GO:0006281; *p*-value < 1 × 10^−4^) were highlighted by the enrichment analysis. Furthermore, enrichment occurred in locomotor rhythm (GO:0045475; *p*-value < 0.01) and in terms associated with neurotransmitter transport (GO:006836; *p*-value < 1 × 10^−7^), presynapse (GO:0098793; *p*-value < 0.01) or neurotransmitter:sodium symporter activity (GO:005328; *p*-value < 1 × 10^−6^). Moreover, terms related to DNA methylation such as DNA-methyltransferase activity (GO:0009008; *p*-value < 0.01) and C-5 methylation of cytosine (GO:0090116; *p*-value < 1 × 10^−3^) in males at 50 µg/L were enriched. 

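Genes that copy DNA and drive cell division had lower counts in males at 50 µg/L than in 2 of the 3 male controls. Of 17 genes of DNA replication, all had a negative log2 fold change in males, with a median of -1.36, and of 23 genes of mitosis and meiosis 22 did, with a median of -1.66. DNA primase large subunit (LOC111695925), which starts new DNA strands, had a log2 fold change of -1.36 (standard error 0.29), the replication clamp PCNA (LOC111703885) of -1.08 (standard error 0.34), and CDC45 (LOC111711288), a part of the replicative helicase, of -2.25 (standard error 0.64). Cyclin-B3 (LOC111716562), a driver of mitosis, had -2.45 (standard error 0.59), cyclin-B2 (LOC111706711) -4.45 (standard error 1.08) and the mitotic kinase PLK1 (LOC111697925) -2.20 (standard error 0.69). None of these 40 genes was a DEG by edgeR, with 0.0633 the smallest adjusted p; 39 were lower and 1 higher at an unadjusted p under 0.05, and 16 and 22 were lower when adjusted over the list alone. DESeq2 called all 17 and 21 of the 23 lower. The study chose these genes on these libraries, so their shared direction is not independent evidence. The median log2 difference of males at 50 µg/L was -0.11 from male control replicate 1, -1.87 from replicate 2 and -1.97 from replicate 3 for DNA replication, and -0.19, -2.14 and -2.41 for mitosis and meiosis. Of these 40 genes, 38 were at least 2 times higher in females than in males at 0.5 µg/L. With the 4 male libraries that held female genes left out, the medians were -0.19 and -0.23, and 0 genes of either list were DEGs by edgeR. The members that Table S3 lists under DNA replication, cell cycle and mitotic cell cycle had medians of -1.69, -1.50 and -1.51, with 1 DEG by edgeR among them, actin clone 403 (LOC111696032), which was higher. 

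**Figure D4:**
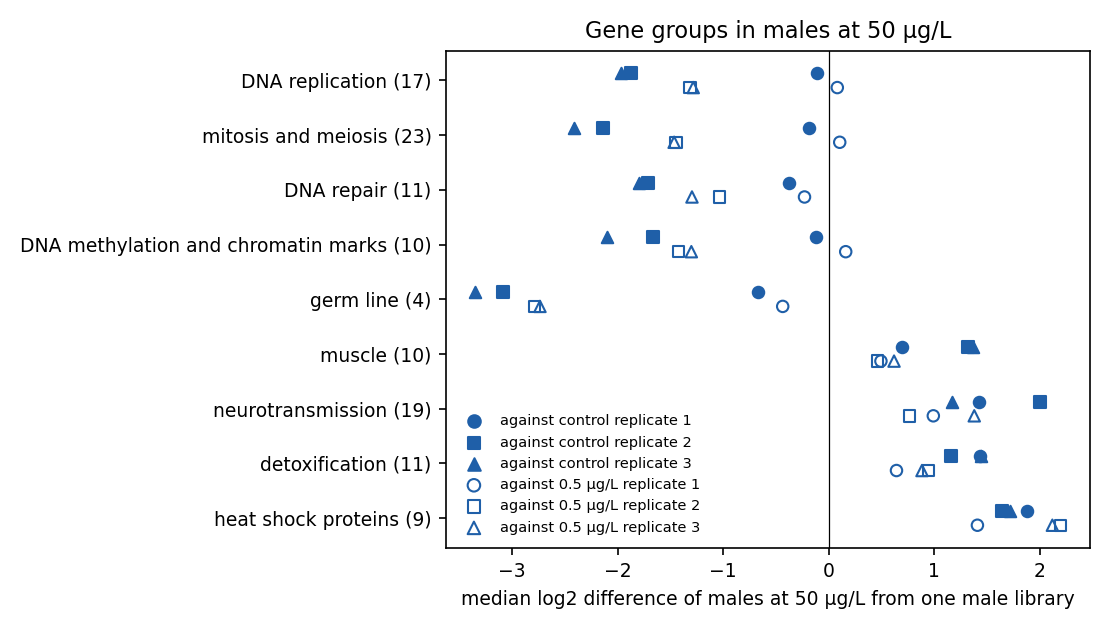
Median log2 difference of males at 50 µg/L from each other male library for 9 gene groups, with the number of tested genes in brackets; filled symbols are control pools and open symbols 0.5 µg/L pools, by replicate. For DNA replication the differences are -0.11, -1.87 and -1.97 from control replicates 1, 2 and 3, while for detoxification they are 1.44, 1.16 and 1.44.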

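Genes of the nucleus and of chromosomes were mostly lower in males at 50 µg/L, by log2 fold changes with medians of -1.33 over 28 members of nucleus and -1.38 over 28 members of chromosome. Histone H1-delta (LOC111704762), a linker histone that compacts chromatin, was the 1 DEG by edgeR among them and fell from 87.2 ± 27.2 to 24.3 ± 1.63 CPM (log2 fold change -1.84, standard error 0.25, adjusted p = 0.0230 by edgeR's quasi-likelihood test). Late histone H1 (LOC111703046) had a log2 fold change of -3.92 (standard error 0.93), histone H2A (LOC111699064) of -1.38 (standard error 0.47) and the histone-binding protein RBBP4 (LOC111694784) of -1.31 (standard error 0.40), none of them past the threshold by edgeR. Actin-5C genes (LOC111695448, LOC111695450) stand in both lists with positive values of 1.33 and 1.24, and may share reads. In all, 23 of 28 members of nucleus and 25 of 28 of chromosome had negative values; 22 and 25 were lower when adjusted over the list alone, and DESeq2 called 21 and 25 lower. Table S3 lists up to 29 members of a term, drawn from the study's own DEGs, so these directions are not independent evidence. Against male control replicates 1, 2 and 3, the median log2 differences were -0.09, -1.70 and -2.09 for nucleus and -0.22, -1.83 and -2.05 for chromosome. Leaving out the 4 male libraries with female genes, the medians were -0.17 and -0.30, and histone H1-delta was still lower, by -1.45 on the log2 scale.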

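Genes of meiosis and DNA repair pointed down and actins listed under sperm individualization pointed up in males at 50 µg/L. The polo-like kinase PLK2 (LOC111705379) had a log2 fold change of -2.84 (standard error 0.66), and homologous-pairing protein 2 (LOC111715917), which aids the pairing of chromosomes in meiosis, of -1.18 (standard error 0.37). All 6 members of meiosis I had negative values (median -1.90), as did all 28 members of DNA repair (median -1.22). Of the 4 members of sperm individualization, actin-5C (LOC111695448) had 1.33 (standard error 0.29) and dynein light chain 1 (LOC111703738), a part of a microtubule motor, had -1.44 (standard error 0.35). In edgeR's test, 0 of these members were DEGs, while all 38 had an unadjusted p under 0.05; DESeq2 called all 6, 25 of 28 and 4 of 4. Adjusted over the list alone, 6, 27 and 4 passed, but the members are the study's own DEGs and give no independent evidence. Median log2 differences from male control replicates 1, 2 and 3 were -0.07, -2.29 and -2.71 for meiosis I, -0.41, -1.68 and -1.72 for DNA repair and 0.85, 1.08 and 1.80 for sperm individualization. When the 4 male libraries with female genes were left out, the medians were -0.14, -0.49 and 0.77, with 0 DEGs.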

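Transporters and vesicle proteins of synapses were mostly higher in males at 50 µg/L. The GABA transporter ine (LOC111711043), which takes up a neurotransmitter, was the 1 member that passed the threshold by edgeR. The proline transporter LOC111711529 had a log2 fold change of 1.89 (standard error 0.41), the serotonin transporter (LOC111698482) of 1.32 (standard error 0.39), the high-affinity choline transporter (LOC111713679) of 1.58 (standard error 0.45) and the vesicular glutamate transporter (LOC111706969) of 1.10 (standard error 0.29). Others pointed down, among them a glycine transporter (LOC111697904) at -5.67 (standard error 1.20) and a dopamine transporter (LOC111697080) at -3.70 (standard error 1.01); both were at least 2 times higher in females. Of 18 members of neurotransmitter transport 14 had positive values (median 1.35), of 12 symporters 8 (median 1.32) and of 9 presynaptic genes all 9 (median 1.49). DESeq2 called all 18, and adjusted over the list alone all 18 passed, although the study drew these members from its own DEGs and they are not independent evidence. Locomotor rhythm had 3 members, with log2 fold changes of 1.82 for the transcription factor MEF2 (LOC111713061), -1.83 for an F-box protein (LOC111699759) and -1.45 for LOC111716730, none a DEG by edgeR and all at an unadjusted p under 0.05. Against male control replicates 1, 2 and 3, the median log2 difference was 1.00, 1.58 and 1.00 for neurotransmitter transport and 1.06, 2.01 and 1.07 for presynapse. In the fit without the 4 male libraries, 5 members of neurotransmitter transport, 4 symporters and 2 presynaptic genes were higher by edgeR, with medians of 1.00, 0.81 and 1.07.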

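The members listed for DNA methyltransferase activity and for C-5 methylation of cytosine in males were the same 3 genes. Dnmt1 genes (LOC111700762 and LOC111703921), which copy methylation marks to new DNA, stood at 9.23 ± 1.64 and 9.96 ± 0.929 CPM in males at 50 µg/L against 29.2 ± 15.4 and 27.1 ± 19.1 CPM in controls. The third gene is uncharacterized (LOC111700229) and had a log2 fold change of -1.76 (standard error 0.36) in males (adjusted p = 0.0597 by edgeR's quasi-likelihood test, 1.76e-04 by DESeq2). All 3 were lower by DESeq2 and, over the list alone, by edgeR, and 0 were DEGs by edgeR over all genes, with all 3 at an unadjusted p under 0.05; the study chose them on these libraries. The control replicates 1, 2 and 3 had 11.9, 34.0 and 41.6 CPM of LOC111700762 and 10.4, 22.9 and 47.9 CPM of LOC111703921. Without the 4 male libraries with female genes, the Dnmt1 genes had log2 fold changes of -0.41 and -0.11, and LOC111700229 of -2.51, which was a DEG.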

The latter was shared with females exposed to 50 µg/L (GO:0090116; *p*-value < 0.01). 

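At 50 µg/L in females the term rests on a single listed gene, the uncharacterized LOC111700229, with a log2 fold change of -1.99 (standard error 0.41) and adjusted p = 0.152 by edgeR's quasi-likelihood test (2.58e-04 by DESeq2). The Dnmt1 genes had log2 fold changes of -0.06 (standard error 0.10) (LOC111700762) and -0.43 (standard error 0.15) (LOC111703921) in females. In female 0.5 µg/L replicate 3, on the flow cell of the 50 µg/L libraries, LOC111700229 differed from replicates 1 and 2 by -1.97 on the log2 scale.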

In females, as in males exposed to 50 µg/L, terms related to neurotransmitter metabolic processes (GO:0042133; *p*-value < 1 × 10^−3^) and neurotransmitter binding (GO:0042165; *p*-value < 1 × 10^−3^) were enriched. Similarly, in females exposed to 50 µg/L, glycine, serine, and threonine metabolism (ko00260; FDR < 1 × 10^−3^) and regulation of gluconeogenesis (GO:0006111; *p*-value < 0.01) were enriched. Moreover, terms related to glycolipid, ganglioside, and glycosphingolipid metabolism with p-values < 0.01 and those related to extracellular region (GO:0005579; *p*-value < 0.01) were enriched in females at both concentrations of TEB. 

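The genes listed for these terms in females were enzymes of glycine and methyl group metabolism, all with negative log2 fold changes at 50 µg/L. Glycine N-methyltransferase (LOC111710249), which methylates glycine, had -1.30 (standard error 0.30), with adjusted p = 0.166 by edgeR's quasi-likelihood test and 0.00690 by DESeq2. Glycine dehydrogenase (LOC111718164), which breaks glycine down in mitochondria, had -1.04 (standard error 0.20) (adjusted p = 0.144 by edgeR, 0.00125 by DESeq2). In males at 50 µg/L, these genes had log2 fold changes of 0.21 (standard error 0.29) and 0.14 (standard error 0.24).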

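Of 3 tested genes of glycine, serine and threonine metabolism, all had negative log2 fold changes in females at 50 µg/L, with a median of -1.08. Betaine-homocysteine S-methyltransferase (LOC111708867), which remakes methionine from homocysteine, had -1.08 (standard error 0.27), with adjusted p = 0.187 by edgeR's quasi-likelihood test and 0.0123 by DESeq2. At the threshold of edgeR, 0 of the 3 were DEGs, although each had an unadjusted p under 0.05 and passed when adjusted over the list alone; DESeq2 called all 3 lower, and the study chose them on these libraries. The listed member of regulation of gluconeogenesis in females was glycine N-methyltransferase.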

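Ganglioside GM2 activator genes, whose product helps to break down gangliosides in lysosomes, had lower mean counts in exposed females. LOC111699882 stood at 55.4 ± 6.06 CPM in female controls and 25.3 ± 9.71 CPM at 0.5 µg/L (log2 fold change -1.11, standard error 0.32, adjusted p = 0.9995 by edgeR's quasi-likelihood test), and LOC111702480 at 17.0 ± 4.51 CPM in controls and 5.01 ± 2.28 CPM at 50 µg/L (log2 fold change -1.71, standard error 0.33, adjusted p = 0.144 by edgeR). Of the pair, 0 were DEGs by edgeR at either concentration and 1 was lower by DESeq2, LOC111702480 at 50 µg/L; at an unadjusted p under 0.05, 1 was lower at 0.5 µg/L and both at 50 µg/L. Extracellular region listed 3 members at 0.5 µg/L and 6 at 50 µg/L, all with negative values, with medians of -1.73 and -1.75. Among them, collagen alpha-1(I) (LOC111698352), named for a protein of the extracellular matrix, had -1.73 (standard error 0.44) and -1.74 (standard error 0.45). By edgeR 0 of these members were DEGs, all had an unadjusted p under 0.05 at 0.5 µg/L, and DESeq2 called 1 of 3 and 5 of 6 lower; all were chosen by the study on these libraries.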

Finally, in females exposed to 0.5 µg/L of TEB, the analysis revealed the enrichment of DEGs related to the neuropeptide signaling pathway (GO:0007218; *p*-value < 1 × 10^−3^) and structural constituent of cuticle (GO:0005201; *p*-value < 0.01).

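At 0.5 µg/L, the listed neuropeptide genes in females were LOC111713970, with a log2 fold change of -1.24 (standard error 0.28) and adjusted p = 0.916 by edgeR's quasi-likelihood test (0.0209 by DESeq2), and LOC111713788, with -1.66 (standard error 0.60). The listed structural genes of cuticle were cuticle protein 7 (LOC111697606), at 14.0 ± 9.12 CPM in controls and 2.14 ± 0.704 CPM at 0.5 µg/L, and cuticle protein 16.5 (LOC111708925), at 9.43 ± 3.90 and 2.16 ± 1.37 CPM. Cuticle proteins bind chitin in the exoskeleton. These 4 genes were no DEGs by edgeR, with adjusted p of 0.916 to 0.9995, and DESeq2 called 1 of each pair lower. The control replicates of LOC111697606 had 10.7, 24.3 and 7.03 CPM, and the study chose the genes on these libraries.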

### 3.4. Mis-Regulated Genes of Interest

To complete the gene functional analysis, each gene was systematically reviewed by manually searching known protein names within the Uniprot Knowledgebase database (UniProtKB, https://www.uniprot.org/, accessed on 5 May 2020). We then selected genes of interest based on the mode of action (MoA) of TEB and the effects of these kind of endocrine disruptor model insecticides on moulting processes and putative effects. 

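The genes selected for Table 2 were compared in the study's own groups, and most of those higher in males at 50 µg/L served nerves and muscle. In males, 8 of them were DEGs by edgeR at 50 µg/L, 6 higher and 2 lower, and DESeq2 called 77 in the comparisons that the table gives. Genes of neurotransmission counted 16 higher of 18, and of muscle 9 higher of 12, while all 3 genes of DNA repair and all 3 of methylation had negative values. By edgeR, 1 gene of neurotransmission, 2 muscle genes, 1 of moulting and metamorphosis, 1 of vision and 1 of defence rose, 2 muscle genes fell, and 0 genes of reproduction, DNA repair or methylation passed; of reproduction, 3 were higher and 5 lower by DESeq2. The paper's log2 fold changes and those computed here had the same sign in all 83 pairs of gene and comparison. Of the selected genes that the table gives as lower in males, all were at least 2 times higher in females than in males at 0.5 µg/L, apart from the myosins LOC111711689 and LOC111711716 and, by TMM-normalized CPM, mucin-17-like LOC111713839 (121.7 and 64.72 CPM). With the 4 male libraries that held female genes left out, 14 selected genes were DEGs by edgeR, 12 higher and 2 lower, and without male control replicate 1 alone 69. With a term for the flow cell, 0 were. 

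**Figure D5:**
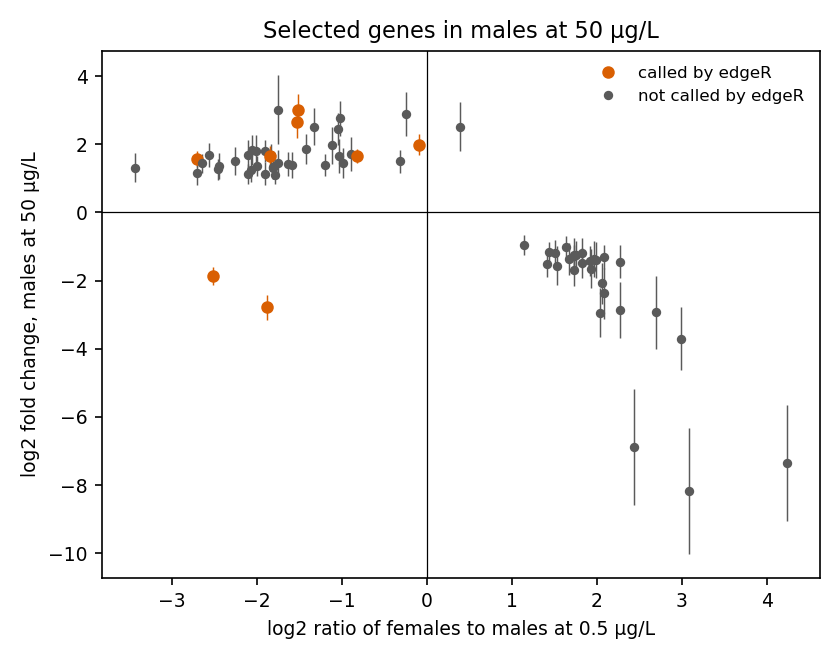
For the selected genes in males, the log2 fold change at 50 µg/L against control (vertical, bars are standard errors, 3 pools per group) is set against the log2 ratio of females to males at 0.5 µg/L (horizontal); orange points passed both thresholds by edgeR. The 2 lower orange points, myosins LOC111711689 and LOC111711716, lie on the male side, at -2.52 and -1.88 on the horizontal axis.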

The selected genes are presented in Table 2.

## 4. Discussion

In the present work, we assessed the effects of a model endocrine disruptor, tebufenozide (TEB), on estuarine copepod *E. affinis*. We performed transcriptomic analysis to provide new insights into the impact of an ecdysone receptor agonist on non-targeted species. Male and female copepods were exposed to concentrations of 0.5 and 50 µg/L to assess sex-specific responses, which is important when assessing the effects of ED.

### 4.1. Sex-Specific Transcriptomic Response

At 0.5 µg/L, no TEB was detected in the medium at T0 and T72h probably because the quantification limit, i.e., 0.4 µg/L, was too close to the nominal concentration. The differential analysis revealed few DEGs in both sexes after 72 h of exposure to TEB for this concentration. Nevertheless, the fact that genes were shared among females at both concentrations suggests that this concentration was worth considering in the present work. Furthermore, as the transcriptomic analysis was performed at a single point in time, it is possible that genes expression was modulated by this concentration of TEB before or after 72 h. 

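In males at 0.5 µg/L, a gene for platelet-activating factor acetylhydrolase (LOC111700329), named for an enzyme that inactivates a lipid mediator, had a log2 fold change of 2.92 (standard error 0.65). Its adjusted p was 0.936 by edgeR's quasi-likelihood test and 0.0142 by DESeq2, and at 50 µg/L its log2 fold change was 1.72. Histone H1-delta (LOC111704762) stood lower at 0.5 µg/L as well, by a log2 fold change of -1.18 (standard error 0.24), with adjusted p = 0.936 by edgeR and 0.0353 by DESeq2. An uncharacterized gene (LOC111715380) completes the 3 DEGs by DESeq2 in males, with 1.85 (standard error 0.35). The 7 DEGs by DESeq2 in females were all lower and included mucin-5AC-like, cuticle protein 16.5 (LOC111704119, -1.97 (standard error 0.39)) and cuticle protein 7 (LOC111697606, -2.66 (standard error 0.62)). These genes were named after their values were seen, apart from those in the study's text. The 28 genes that the paper lists for females had negative values throughout, 27 of them at an unadjusted p under 0.05, and all 28 were at least 2 times higher in males than in females at 0.5 µg/L, a ratio that uses the same female libraries. By edgeR, 0 genes passed in either sex, and leaving out any single library of the comparison did not change this.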

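The 8 genes that the paper lists for females at both concentrations had negative log2 fold changes at both, with medians of -1.34 at 0.5 µg/L and -1.50 at 50 µg/L. In males at 50 µg/L, 5 of the 8 had positive and 3 negative values, with a median of 0.09. In edgeR's test, 0 of the 8 were DEGs at either concentration; all had an unadjusted p under 0.05 and passed when adjusted over the list alone, and DESeq2 called 3 at 0.5 µg/L and 7 at 50 µg/L. The genes were chosen by the study on these libraries, and both comparisons use the same 3 control pools. Counts drawn for 20 simulated experiments with no effect of TEB, each with shared controls, gave a correlation of 0.479 on average (0.457 to 0.492) between the log2 fold changes at the 2 concentrations, across genes, where the data gave 0.487. The same sign was found for 66.4% of genes in the simulations (65.9% to 67.0%) and 74.6% in the data. The covariance across genes was 0.0740 on average (0.0691 to 0.0770) in the simulations and 0.115 in the data. So the correlation lay within the simulated range, while the share of the same sign and the covariance lay above it. Genes called by DESeq2 at both concentrations numbered 0.7 on average in the simulations, with a maximum of 2, and 4 in the data. The simulations had 3.1 DESeq2 calls on average at 50 µg/L, where the data had 139, so they give no chance value for the 4. From the shared genes, the paper proposes that the lower concentration was worth considering.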

Differential analysis highlighted a wider number of genes at 50 µg/L, i.e., 116 in females and 1324 in males. This result indicates a sex-specific response to exposure to TEB at the concentration and exposure duration tested in the present work, which is consistent with findings from previous studies on copepods. 

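Genes that the paper lists as lower in males at 50 µg/L showed no common direction in females. Of 843 of these genes tested in females, 496 had positive and 347 negative log2 fold changes, with a median of 0.04, and of 429 listed as higher in males 161 had positive and 268 negative values, with a median of -0.16. The difference between the sexes was tested as an interaction of sex and TEB over 18110 genes, which edgeR called for 2 genes at 50 µg/L and for 0 at 0.5 µg/L (1190 at an unadjusted p under 0.05, 38 by DESeq2). LOC111701273, uncharacterized, fell in females and stood at 5043 ± 1039 CPM in male controls and 6889 ± 520.3 CPM in males at 50 µg/L (interaction 1.69 (standard error 0.25), adjusted p = 0.0238 by edgeR's quasi-likelihood test). LOC111716643, uncharacterized, had 0 counts in males at 50 µg/L and 67 over the male controls, at least 10.2 times lower in CPM by counting error only, and a log2 fold change of -0.02 in females; both genes were named after their values were seen. DESeq2 called 1922 genes for the interaction at 50 µg/L, 720 higher and 1202 lower in males relative to females, and 4918 had an unadjusted p under 0.05 by edgeR. Without male control replicate 1 the interaction gave 4377 genes, without female control replicate 2 it gave 1303, without female 50 µg/L replicate 3 it gave 3, and without any other library of the comparison 0. Leaving out the 4 male libraries with female genes, it gave 2 other genes; the interaction was 1.24 (standard error 0.26, edgeR adjusted p = 0.138) for LOC111701273 and -7.55 (standard error 1.22, adjusted p = 0.103) for LOC111716643. From the different numbers of DEGs in the sexes at 50 µg/L, the paper concludes that the response to TEB was sex-specific.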

A higher elevated transcriptomic response in males than in females to endocrine disruptor pesticides, oxidative stress, and cadmium (Cd) has been reported in the copepods *E. affinis*, *Tigriopus californicus*, and *Pseudodiaptomus annandalei,* respectively [33,54,55,56]. Male copepods have been found to be more sensitive to stress for a range of stressors including temperature, salinity, and pollutants such as Cd at higher biological levels [57,58,59]. In the case of metal exposure, this sensitivity was associated with higher concentrations of Cd in male compared to female copepods, suggesting that metal detoxification processes are more efficient in females [60]. This indicates a potential role of a sex-differential metabolization rate of toxic compounds. This higher sensitivity to stressors in male copepods could be attributed to a lower or a latent capacity to cope with stress. This is similar to findings by Boulangé-Lecomte et al [61] of weaker basal expressions of two hsp genes in male *E. affinis* compared to females. The above-mentioned results demonstrate a sex-specific response to exposure to TEB in *E. affinis* and highlight the importance of sex-related studies in ecotoxicogenomics.

### 4.2. Defence Systems and Resistance to Insecticide in Males

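Genes of detoxification were mostly higher in males at 50 µg/L. Glutathione S-transferase 1 (LOC111698532), which couples glutathione to foreign compounds, rose from 220.4 ± 28.8 to 695 ± 39.1 CPM (log2 fold change 1.66, standard error 0.21, adjusted p = 0.0230 by edgeR's quasi-likelihood test). A further glutathione S-transferase (LOC111714366) stood at 359.8 ± 131 CPM in controls and 1257 ± 305 CPM at 50 µg/L (adjusted p = 0.0502 by edgeR), and cytochrome P450 6a13 (LOC111705105), an oxidizing enzyme, at 29.0 ± 5.85 and 78.3 ± 28.5 CPM (edgeR adjusted p = 0.0574). Esterase FE4 (LOC111715882), named for an ester-cleaving enzyme of insecticide resistance, stood at 14.1 ± 11.4 CPM in controls and 2.66 ± 0.756 CPM at 50 µg/L, with 2.09, 15.4 and 24.7 CPM in control replicates 1, 2 and 3. Of 11 tested genes of this list, all chosen by the study, 10 had positive log2 fold changes (median 1.61); 3 were DEGs by edgeR, and 10 were higher and 1 lower both when adjusted over the list alone and by DESeq2. The other 2 DEGs were cytochrome P450 2C31 (LOC111698334, 3.11 (standard error 0.50)) and cytochrome P450 3A24 (LOC111712470, 1.61 (standard error 0.27)), which may share reads with related P450 genes. Males at 50 µg/L differed from control replicates 1, 2 and 3 by a median log2 difference of 1.44, 1.16 and 1.44 over the list. When the 4 male libraries with female genes were left out, 7 were higher by edgeR, among them LOC111714366 and cytochrome P450 6a13, and the log2 fold change of esterase FE4 was 0.33.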

In the present work, two glutathione S-transferases (GSTs) and a cytochrome P450 (*cyp6a13*) in males were up-regulated at 50 µg/L, whereas a single esterase (*esterase FE4-like*) was down-regulated. These three enzyme groups have essential roles in insecticide detoxification and thus conferred insecticide resistance [62,63,64]. Additionally, together with direct detoxification processes via the metabolization of compounds or their secondary products, GSTs protect organisms indirectly through their peroxidase activity to cope with oxidative stress produced by insecticides [64]. 

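All 11 tested genes of DNA repair had negative log2 fold changes in males at 50 µg/L, with a median of -1.27. RAD17 (LOC111707470), a checkpoint protein for damaged DNA, stood at 57.9 ± 23.8 CPM in male controls and 23.9 ± 2.55 CPM at 50 µg/L, with 33.4, 80.9 and 59.5 CPM in control replicates 1, 2 and 3. The Rad50 gene (LOC111701439), whose product holds broken DNA ends, stood at 52.8 ± 21.2 and 21.4 ± 5.54 CPM, and the mismatch repair gene Msh6 (LOC111710432) at 70.6 ± 34.7 and 29.5 ± 2.07 CPM. At the threshold of edgeR, 0 of the 11 were DEGs, with adjusted p = 0.0729 for RAD17; all 11 were lower at an unadjusted p under 0.05 and when adjusted over the list alone, and 10 by DESeq2, on genes that the study chose on these libraries. Median log2 differences from male control replicates 1, 2 and 3 were -0.37, -1.72 and -1.80, and 10 of the 11 genes were at least 2 times higher in females. In the fit without the 4 male libraries, the median was -0.42, with 0 DEGs.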

The reactive oxygen species (ROS) that are potentially produced by exposure to TEB could lead to damage of DNA, and the mis-regulation of genes involved in DNA repair in males at 50 µg/L could be an indication of this damage. Thus, it could be advantageous to assess DNA damages at the cellular level after exposure to TEB. Overall, our results indicate that detoxification processes continued in males after 72 h of exposure to TEB. This was not observed in females; thus, it could be considered support for the hypothesis of a wider latency to cope with stress in males.

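In females at 50 µg/L, 9 of the 11 detoxification genes had positive log2 fold changes, with a median of 0.42. Glutathione S-transferase 1 (LOC111698532) had 0.44 (standard error 0.11) and LOC111714366 0.43 (standard error 0.10), with edgeR adjusted p = 0.192 and 0.167, and both had DESeq2 adjusted p under the threshold but fold changes below 2. Cytochrome P450 6a13 (LOC111705105) had 0.42 (standard error 0.42) in females and esterase FE4 (LOC111715882) 0.21 (standard error 0.18). By edgeR and by DESeq2, 0 of the 11 were DEGs in females, 2 were higher at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. In a test on simulated data with the spread of the female groups, edgeR recovered 48% of genes changed 2 times and 99% of genes changed 4 times. A change of 2 times lies at the fold threshold itself, and with a smaller spread 45% were recovered. DESeq2 recovered 50% and 100% in the simulation, while in the data it called 139 genes and edgeR 1. The simulation thus does not match these libraries, and it cannot tell how many changed genes edgeR missed. None of these genes was among the 2 called for an interaction of sex and TEB at 50 µg/L.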

Furthermore, the gene coding for *phenoloxidase 2-like* was down-regulated in males exposed to 50 µg/L of TEB, which demonstrates the potential impact of exposure to TEB on the copepod defence response. 

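Phenoloxidase 2 (LOC111716773), an enzyme of melanin formation in immune defence, was at 0.455 ± 0.194 CPM in males at 50 µg/L (SD, n = 3). Male control replicates 1, 2 and 3 had 1.64, 166 and 246 CPM, a mean of 138 ± 125 CPM. The log2 fold change was -8.17 (standard error 1.85), with adjusted p = 0.0681 by edgeR's quasi-likelihood test and 8.95e-05 by DESeq2. The gene was at least 2 times higher in females than in males at 0.5 µg/L, and its log2 fold change in females at 50 µg/L was -0.01 (standard error 0.08). Without the 4 male libraries with female genes, the log2 fold change in males was -1.84 (standard error 1.36).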

The phenoloxidase (PO) cascade is essential in innate immune responses in invertebrates, particularly for defence against infection in crustaceans [65,66]. Not only is the PO cascade associated with immunity, but it is also involved in sclerotization of the newly formed cuticle during moulting as well as the repair of damaged cuticles [67]. Thus, according to our results, TEB potentially impacts the cuticle integrity of *E. affinis* through its action as an ecdysone receptor agonist. The potential combined effect of TEB on the defence response and cuticle integrity could lead to greater sensitivity to pathogens and pollutants in copepods. 

### 4.3. Moulting Process and Cuticle Integrity

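Early ecdysone response genes, which carry the moulting hormone's signal to later genes, had log2 fold changes of both signs in males at 50 µg/L. Ecdysone-induced protein 74EF (LOC111704069), a transcription factor, stood at 12.4 ± 7.21 CPM in male controls and 34.1 ± 8.72 CPM at 50 µg/L. The broad-complex genes, zinc finger transcription factors, stood at 82.6 ± 35.8 and 30.6 ± 7.77 CPM (LOC111694963), 30.2 ± 15.2 and 10.3 ± 2.83 CPM (LOC111704351) and 200.3 ± 86.6 and 98.3 ± 2.83 CPM (LOC111709681). In male control replicates 1, 2 and 3, LOC111694963 had 41.9, 96.7 and 109 CPM, LOC111704351 13.0, 36.3 and 41.4 CPM and LOC111709681 102, 235 and 264 CPM. Adjusted p ranged from 0.0869 to 0.123 by edgeR's quasi-likelihood test, so 0 of the 4 were DEGs by edgeR; all had an unadjusted p under 0.05, and 1 was higher and 3 lower by DESeq2 and when adjusted over the list alone, a list that the study chose on these libraries. Against control replicate 1 the list had a median log2 difference of -0.15, against replicates 2 and 3 of -1.61 and -1.91, and the broad-complex genes were at least 2 times higher in females. With the 4 male libraries that held female genes left out, the log2 fold changes were 0.86 for LOC111704069 and -0.49, -0.39 and -0.09 for the broad-complex genes, with 0 DEGs.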

Three broad complex (Br-c) genes and a single ecdysone-induced protein *74EF-like* (Eip74EF) were mis-regulated in males after exposure to TEB at 50 µg/L. Br-c and Eip74EF are ecdysteroid early responsive genes involved in metamorphosis and moulting [21,68]. As an ecdysone receptor agonist, exposure to TEB is expected to trigger up-regulation of ecdysone early responsive genes that will activate the molecular cascade, resulting in moulting and metamorphosis [36]. In the present study, *Eip74EF* was up-regulated and the three above-mentioned Br-c genes were down-regulated, indicating that, for the latter, the agonist effect ceased to occur. The mis-regulation of these early genes could account for the observed mis-regulation of genes in males at 50 µg/L that were involved later in moulting and metamorphosis such as proteases (i.e., *endochitinase A-like*, *cathepsin L1-like*, *chymotrypsin-like protease CTRL-1*, *chymotrypsinogen A-like*). 

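Protein-degrading enzymes stood higher and endochitinase A, which cleaves chitin, lower in males at 50 µg/L than in male controls. Cathepsin L1 (LOC111697677), a cysteine protease, stood at 99.4 ± 10.4 CPM in controls and 224 ± 139.5 CPM at 50 µg/L. The serine proteases chymotrypsin-like CTRL-1 (LOC111707394) and chymotrypsinogen A (LOC111701514) stood at 9.36 ± 2.21 and 24.1 ± 2.27 CPM and at 10.2 ± 4.64 and 26.0 ± 6.95 CPM. Endochitinase A (LOC111697179) stood at 93.3 ± 40.4 and 40.6 ± 0.656 CPM, with 49.5, 101 and 129 CPM in control replicates 1, 2 and 3. Adjusted p ranged from 0.0635 to 0.0971 by edgeR's quasi-likelihood test and from 0.00185 to 0.0254 by DESeq2. Of 9 tested digestive proteases, 7 had positive log2 fold changes (median 1.36); 0 were DEGs by edgeR, 7 were higher and 1 lower at an unadjusted p under 0.05, 6 higher and 1 lower when adjusted over the list alone and 6 higher by DESeq2, all of them genes of the study's own tables. The median log2 differences from male control replicates 1, 2 and 3 were 0.77, 1.25 and 1.11. Leaving out the 4 male libraries with female genes, 8 were tested with a median of 0.87 and 1 DEG, which was lower, and endochitinase A had -0.33.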

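In males at 50 µg/L, the trypsin-1 gene LOC111703434, a serine protease gene, stood at 15.1 ± 1.73 CPM against 4.70 ± 0.839 CPM in controls (SD, n = 3; log2 fold change 1.68, standard error 0.34, adjusted p = 0.0586 by edgeR's quasi-likelihood test). In females, another trypsin-1 gene (LOC111716204) stood at 6.63 ± 1.77 CPM at 50 µg/L and 20.2 ± 10.9 CPM in controls (log2 fold change -1.56, standard error 0.39, adjusted p = 0.187 by edgeR), with 29.3, 8.18 and 23.1 CPM in control replicates 1, 2 and 3. DESeq2 gave adjusted p = 9.07e-04 and 0.00908, past the threshold for both. The gene of one sex pointed the other way or less far in the other, with -1.10 (standard error 0.55) for LOC111703434 in females and -0.96 (standard error 0.83) for LOC111716204 in males.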

*Trypsin 1-like* genes were also mis-regulated in both sexes at 50 µg/L. During moulting, the newly formed cuticle is deposited beneath the old one, and the space between them is filled with a moulting fluid whose function is to degrade the old cuticle [69]. In insects, i.e., *Manduca sexta*, different types of proteases, such as trypsin, chymotrypsin, carboxypeptidase, and aminopeptidase, form the composition of the moulting fluid [70]. In the same species, endochitinases, involved in chitin digestion, was found in the integument and moulting fluid [71]. Chitinase and serine and cysteine proteases including trypsins, chymotrypsins, and cathepsins were found to be expressed in premoult in crustaceans [72,73,74,75], during which the old cuticle is degraded and a new one is formed. Thus, the mis-regulation of proteases in copepods in response to exposure to TEB could have an impact on cuticle integrity. This hypothesis could also be extended to female copepods for which genes that code for cuticle proteins were down-regulated at both concentrations of TEB. However, as copepods were fed during the exposure, we cannot exclude the possibility that the mis-regulation of genes that code for proteases was due to their role in food digestion [76,77]. 

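Cuticle proteins, which build the exoskeleton with chitin, stood lower in exposed females. At 0.5 µg/L all 6 tested genes had negative log2 fold changes (median -2.11), and at 50 µg/L 5 of 6 did (median -1.34). Cuticle protein 16.5 (LOC111704119) stood at 7.50 ± 1.16 CPM in controls and 1.87 ± 0.374 CPM at 0.5 µg/L, and LOC111702984 at 4.42 ± 0.739 and 0.948 ± 0.812 CPM. At 50 µg/L, cuticle protein 7 (LOC111698563) stood at 14.8 ± 7.32 CPM against 126 ± 63.7 CPM in controls (log2 fold change -3.05, standard error 0.61, adjusted p = 0.144 by edgeR's quasi-likelihood test), and LOC111711095 at 32.7 ± 18.1 against 80.9 ± 5.51 CPM. By edgeR 0 of the 6 were DEGs at either concentration; at an unadjusted p under 0.05 and when adjusted over the list alone, 6 were lower at 0.5 µg/L and 4 at 50 µg/L, and DESeq2 called 2 lower at each. The study chose these genes on these libraries, and reads of related cuticle protein genes may be shared. With a term for the flow cell, the log2 fold changes at 50 µg/L were 0.04 for LOC111698563 and 0.32 for LOC111711095. In males at 50 µg/L, all 6 had negative values, with a median of -0.46 and 0 genes at an unadjusted p under 0.05. In the fit without the 4 male libraries with female genes, 3 were positive and 3 negative, with a median of 0.27 and 1 higher and 1 lower DEG by edgeR.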

In lepidopterans, i.e., TEB-targeted organisms, exposure to TEB seems to induce chitin biosynthesis [34,78]. In the present work, genes that code for proteins involved in gluconeogenesis processes were mis-regulated in both sexes at 50 µg/L (e.g., *fbp-l* or regulation of gluconeogenesis GO:0006111). 

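Enzymes of gluconeogenesis, the making of glucose from smaller molecules, had negative log2 fold changes in males at 50 µg/L. Fructose-1,6-bisphosphatase (LOC111699801) had -1.30 (standard error 0.41), with adjusted p = 0.0907 by edgeR's quasi-likelihood test and 0.0168 by DESeq2, and phosphoenolpyruvate carboxykinase (LOC111701277) had -2.05 (standard error 0.70), with 0.103 and 0.0116. At 50 µg/L in females, they had 0.13 (standard error 0.14) and 0.25 (standard error 0.09). In edgeR's test, 0 of the pair were DEGs, both were lower at an unadjusted p under 0.05, when adjusted over the list alone and by DESeq2, and the study chose them on these libraries. Median log2 differences of males at 50 µg/L from control replicates 1, 2 and 3 were 0.29, -1.98 and -2.57, and both genes were at least 2 times higher in females. When the 4 male libraries with female genes were left out, 1 had a positive and 1 a negative log2 fold change, with a median of 0.23.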

As glucose enters the chitin biosynthetic pathway, [79] it is probable that exposure to TEB of a non-targeted species, such as the copepod *E. affinis*, induces chitin biosynthesis impairment, which leads to cuticle defects. Furthermore, genes that code for mucins were down-regulated under all conditions (except in males at 0.5 µg/L), and the functional analysis revealed an impact of exposure on threonine/serine metabolism in females at 50 µg/L. Mucins are glycoproteins with serine and/or threonine rich-domains, composing mucous whose functions include cell protection from infection, dehydration, or injuries (physical or chemical), and have a role in the digestive tract [80]. 

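Mucin genes, which encode glycoproteins of mucus, had negative log2 fold changes in males at 50 µg/L for all 8 tested members (median -1.18). Mucin-17 (LOC111700935) was at 0.734 ± 0.445 CPM at 50 µg/L and 1.49, 106 and 173 CPM in male control replicates 1, 2 and 3. A mucin-5AC gene (LOC111699105) stood at 93.2 ± 66.9 CPM in controls and 12.6 ± 2.35 CPM at 50 µg/L, and another (LOC111710342) at 106 ± 43.6 and 47.1 ± 2.80 CPM. In females at 50 µg/L, integumentary mucin C.1 (LOC111711799) had a log2 fold change of -1.81 (standard error 0.28) and was lower by DESeq2 (adjusted p = 1.78e-07) but no DEG by edgeR. At the threshold of edgeR, 0 of the 8 were DEGs in either sex; in males, 7 were lower at an unadjusted p under 0.05, 6 when adjusted over the list alone and 7 by DESeq2, and in females 3, 2 and 2, on genes that the study chose. Males at 50 µg/L differed from control replicates 1, 2 and 3 by median log2 differences of -0.26, -1.59 and -1.80, and 6 of the 8 genes were at least 2 times higher in females (5 with TMM). In the fit without the 4 male libraries, the median was -0.35 and 1 member was a DEG, which was lower.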

The combined effects of the potential impairment of cuticle integrity and the down-regulation of mucin genes could lead to greater sensitivity to pollutants and/or pathogens, as was proposed earlier. 

Br-c genes have been proposed to play a role in the regulation of methyl farnesoate action [20]. The gene coding for *methyl farnesoate epoxidase-like* was up-regulated in both sexes at 50 µg/L of TEB. 

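Methyl farnesoate epoxidase (LOC111717477), a cytochrome P450 of the juvenile hormone pathway, rose in males at 50 µg/L from 3.90 ± 1.71 to 31.4 ± 5.33 CPM (SD, n = 3; log2 fold change 3.02, standard error 0.45, adjusted p = 0.0280 by edgeR's quasi-likelihood test). All 3 male pools at 50 µg/L lay above all 3 control pools, which had 5.67, 2.26 and 3.77 CPM. Without the 4 male libraries with female genes, it was still higher, by 2.43 on the log2 scale. At 50 µg/L in females it stood at 4.50 ± 0.722 CPM against 1.62 ± 0.372 CPM in controls (log2 fold change 1.51, standard error 0.45, adjusted p = 0.221 by edgeR, 0.0559 by DESeq2). Female 0.5 µg/L replicate 3, on the flow cell of the 50 µg/L libraries, lay 1.20 above replicates 1 and 2 on the log2 scale, and with a term for the flow cell the log2 fold change in females was -0.06.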

In insects, this gene, also known as *cyp15a1*, is responsible for the final conversion of methyl farnesoate (MF) to juvenile hormone III (JHIII) [81]. JHIII is involved in various physiological processes, such as metamorphosis, by preventing ecdysone action [82]. JHIII has not been reported in crustaceans; therefore, MF is considered the functional crustacean JH [83], and *methyl farnesoate epoxidase-like*/*cyp15a1* potentially plays a role in MF degradation [21,84]. Thus, the up-regulation of *methyl farnesoate epoxidase-like* in both sexes at 50 µg/L through the action of TEB could lead to modification of the MF titer and result in metamorphic events with possible detrimental effects on adult copepods.

Overall, exposure to TEB led to the mis-regulation of genes involved in moulting and metamorphosis in adult male and female *E. affinis*. As these two processes are essential for organism development, it would be advantageous to explore the effects of exposure to TEB of insect growth regulators at the naupliar and copepodite stages. Effects on these essential processes could have an important impact on the population level of copepods.

### 4.4. Reproductive Capacity and Vitellogenin Status in Males

Ecdysone early responsive genes are known to be involved in pathways other than moulting and metamorphosis. In addition, Br-c is reported to be involved in reproductive processes such as vitellogenesis [85], oogenesis [86], and embryogenesis [87] in both insects and crustaceans. Recently, *Eip74EF* was proposed to be involved in Drosophila spermatogenesis and male fecundity [88]. In the present study, genes coding for proteins involved in the reproductive process were mis-regulated in males exposed to 50 µg/L of TEB. In particular, we observed an up-regulation of genes coding for neprilysins. 

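Neprilysin-1 (LOC111695973), a membrane peptidase, stood at 19.3 ± 1.99 CPM in males at 50 µg/L against 7.76 ± 2.71 CPM in controls (SD, n = 3). Neprilysin-2 (LOC111714647) stood at 42.9 ± 6.51 against 18.2 ± 7.12 CPM. Their log2 fold changes were 1.31 (standard error 0.43) and 1.24 (standard error 0.36), with adjusted p = 0.0976 and 0.0806 by edgeR's quasi-likelihood test and 0.0359 and 0.0190 by DESeq2, so both were DEGs by DESeq2 and neither by edgeR. Both genes were higher in males than in females at 0.5 µg/L, and without the 4 male libraries with female genes their log2 fold changes were 0.86 and 0.85.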

Neprolysins, in Drosophila, have a key role in male fertility, particularly *nep-1* [89], which was up-regulated in our study. The *protein white-like* gene was also up-regulated in males at 50 µg/L. In Drosophila, this gene is associated with eye pigmentation and courtship behaviour; mis-localisation or overexpression of this gene has been associated with male–male courtship behaviour [90]. Additionally, genes that code for proteins involved in arthropod gametogenesis, *ATP-dependent RNA helicase vasa-like* and *maternal protein exuperantia-1-like,* were down-regulated in males at 50 µg/L [91,92]. 

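Protein white (LOC111700675), a transporter of pigment precursors, stood at 12.3 ± 2.77 CPM in males at 50 µg/L and 3.86 ± 1.26 CPM in male controls (SD, n = 3). The controls had 3.88, 5.10 and 2.59 CPM, all below every pool at 50 µg/L. The log2 fold change was 1.67 (standard error 0.44), with adjusted p = 0.0744 by edgeR's quasi-likelihood test and 0.00946 by DESeq2. It was 1.62 without the 4 male libraries with female genes.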

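Germ line genes had negative log2 fold changes in males at 50 µg/L for all 4 tested members, with a median of -2.56. The RNA helicase vasa (LOC111702462), a marker of germ cells, stood at 11.8 ± 2.80 CPM at 50 µg/L, against 21.2, 119 and 136 CPM in male control replicates 1, 2 and 3. Exuperantia-1 (LOC111705270), which helps to place maternal mRNA in oocytes, stood at 9.58 ± 4.47 CPM against 13.1, 55.2 and 55.3 CPM. Adjusted p was 0.0727 and 0.0784 by edgeR's quasi-likelihood test and 0.00838 and 0.00383 by DESeq2. By edgeR 0 of the 4 germ line genes were DEGs; all 4 were lower at an unadjusted p under 0.05, when adjusted over the list alone and by DESeq2, and all are of the study's own tables. Against male control replicates 1, 2 and 3 the median log2 difference was -0.67, -3.09 and -3.35, and all 4 genes were at least 2 times higher in females. With the 4 male libraries that held female genes left out, the median was -0.74 with 0 DEGs, and exuperantia-1 had -0.46.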

In adult crustaceans, the *vasa* gene is expressed in gonads and is gradually increased during spermatogenesis [93,94]. Furthermore, this gene plays an important role in germ cell specification, development, and maintenance during embryogenesis in arthropods [95]. Thus, mis-regulation of this gene could lead to impairment of the reproductive capacity in adults and issues in germ line development during embryogenesis. This hypothesis is supported by the down-regulation of genes such as *gametogenetin-binding protein-2-like* (*ggnbp2-l*) and *zonadhesin-like* in males at 50 µg/L. A reduction in fertility was observed in male *ggnbp-2-null* mice [96,97]. 

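Gametogenetin-binding protein 2 (LOC111697048), named for a partner of a germ cell protein, stood at 4.56 ± 2.73 CPM in males at 50 µg/L against 15.4 ± 5.76 CPM in controls (SD, n = 3). Zonadhesin (LOC111716440), named for a sperm protein that binds the egg, stood at 28.8 ± 6.97 against 82.8 ± 38.9 CPM. Male control replicates 1, 2 and 3 had 8.95, 20.1 and 17.0 CPM of the first and 40.1, 116 and 92.1 CPM of the second. Adjusted p was 0.0750 and 0.0714 by edgeR's quasi-likelihood test and 0.00775 and 0.00188 by DESeq2. Both genes were at least 2 times higher in females than in males at 0.5 µg/L, and without the 4 male libraries with female genes their log2 fold changes were -0.95 and -0.54.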

The zonadhesin protein is a sperm-specific protein localized in the acrosome in mammals and it plays a role in sperm–egg interaction during fertilization [98]. The role of this gene in crustaceans and copepods remains to be elucidated, as no acrosome-like structure has been described in the sperm ultrastructure of copepods [99]. However, it is possible that the genes involved in fertility in mammals could have a similar role in copepods. Considering the TEB MoA as an ecdysone receptor agonist and its effect on ecdysone early genes, these results indicate potential impairment of the reproductive capacity of adult copepods and potential germ line developmental issues during embryogenesis. These effects could have significant impacts on maintenance of the population of these organisms.

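Vitellogenin (LOC111704362), the yolk precursor that egg-producing females make, had 2 counts over the 3 male libraries at 50 µg/L and 688 over the male controls. In CPM, the controls were 198 times higher, with a 95% counting interval of 54.7 to 1640 that covers counting error only. Male control replicates 1, 2 and 3 had 1.34, 28.9 and 41.5 CPM. The fitted adjusted p was 0.0696 by edgeR's quasi-likelihood test and 0.00805 by DESeq2. In females at 50 µg/L, the log2 fold change was -0.41 (standard error 0.26). The other gene of the yolk and oocyte list, exuperantia-1, was also lower by DESeq2, and 0 of the pair were DEGs by edgeR, with both at an unadjusted p under 0.05; the study chose them on these libraries. Female genes were measured in male control replicates 2 and 3, and without the 4 male libraries vitellogenin had too few counts to be tested.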

In this study, *vitellogenin-like* was down-regulated in males at 50 µg/L. In vertebrates, the induction of vitellogenin (*vtg*) is used as a biomarker of feminisation after exposure to ED; however, researchers focusing on invertebrates have concluded that the use of *vtg* as a biomarker of ED and feminisation is not appropriate [100,101]. *Vgt2* expression was shown to be strongly suppressed in female daphnids after exposure to ecdysteroid 20-hydroxyecdysone (20E). The authors proposed that the induction of *vtg* by certain compounds (e.g., 4-nonyphenol) was a result of the anti-ecdysteroid activity of those compounds [102]. Thus, the observed mis-regulation of *vtg-like* in male copepods may result from TEB mimicking 20E action, more than a marker of feminisation *per se*.

### 4.5. Neuromuscular Pathways in Males and Females

Mis-regulation of genes that code for proteins involved in muscle contraction, such as myosins, actins, or titins, was highlighted in males and females exposed to 50 µg/L. Muscle atrophy and restoration were observed in macro-crustaceans before and after ecdysis, emphasizing the role of ecdysteroids in the muscle growth process [103]. Furthermore, the mis-regulation of muscle-related genes could result from activation of the ecdysone motor program (EMP) involved in shedding of the old cuticle during which ecdysis behaviour occurs, including muscle contraction [104]. 

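Muscle genes were mostly higher in males at 50 µg/L, while a pair of myosin heavy chain genes (LOC111711689, LOC111711716) stood lower in males and, by DESeq2, in females. With a term for the flow cell, their log2 fold changes in males turned to 0.03 (standard error 0.44) and 0.18 (0.62), and female 0.5 µg/L replicate 3, on the flow cell of 50 µg/L, departed by a median of 0.849 of their change in males. Actin clone 403 (LOC111696032), a filament protein, rose in males from 19.9 ± 4.47 to 58.5 ± 4.32 CPM (log2 fold change 1.55, standard error 0.23, adjusted p = 0.0280 by edgeR's quasi-likelihood test), and a further myosin heavy chain gene (LOC111715464) from 57.8 ± 7.12 to 183 ± 68.9 CPM (log2 fold change 1.66, standard error 0.28, adjusted p = 0.0379 by edgeR). Titin (LOC111697095), a spring of the sarcomere, stood at 75.6 ± 38.4 and 181 ± 15.8 CPM, with adjusted p = 0.0727 by edgeR and 0.00514 by DESeq2. The myosin light chain gene LOC111708305 stood at 608 ± 251 and 1326 ± 118 CPM, and muscle actin (LOC111717718) at 238 ± 128 and 523 ± 95.4 CPM. Of 10 tested muscle genes, 7 had positive log2 fold changes (median 1.20); 2 rose and 2 fell by edgeR, 7 were higher and 2 lower when adjusted over the list alone, and 7 higher and 3 lower by DESeq2, on genes that the study chose. At 50 µg/L in females, 0 of them were DEGs by edgeR, 2 were lower at an unadjusted p under 0.05, when adjusted over the list alone and by DESeq2. Median log2 differences from male control replicates 1, 2 and 3 were 0.70, 1.32 and 1.36, and 9 of the 10 genes were at least 2 times higher in males than in females. Leaving out the 4 male libraries with female genes, the median was 0.61, with 2 higher and 2 lower DEGs; myosin-9 (LOC111695443), at 33.6, 114 and 127 CPM in control replicates 1, 2 and 3 and 35.2 ± 9.23 CPM at 50 µg/L, had a log2 fold change of 0.04. The reads of actin and myosin paralogs may be shared.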

As TEB behaves as an ecdysone receptor agonist, it is probable that it affects genes involved in muscle structure and contraction during the moulting process. These alterations in muscle-related genes could have an impact at the individual stage by modifying the swimming behaviour of copepods. This could potentially impair their escape mechanism, food search, and mating. These behaviours additionally depend on proper functioning of neuronal transmission and perception of the environment. GO enrichment analysis in males and females at 50 µg/L of TEB revealed terms linked to neurotransmitter regulation or transport. Furthermore, genes involved in neuronal transmission processes were mostly up-regulated in males. Among them were genes belonging to the innexin family (i.e., *inx2-l* and *shak-B-l*) that code for membrane proteins, which form gap junctions involved in several biological systems, including muscular and nervous systems [105]. 

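Genes of neurotransmission were higher in males at 50 µg/L in 18 of 19 tested members, with a median log2 fold change of 1.66. Synaptotagmin 1 (LOC111703377), a calcium sensor of synaptic vesicles, stood at 0.941 ± 0.276 CPM in male controls and 7.03 ± 1.61 CPM at 50 µg/L, and another synaptotagmin 1 gene (LOC111708680) at 30.8 ± 14.4 and 80.9 ± 20.9 CPM. Neurexin-3 (LOC111698578), an adhesion protein of synapses, stood at 34.5 ± 14.1 and 85.9 ± 18.3 CPM, and neurexin-1 (LOC111698781) at 5.26 ± 0.218 and 14.9 ± 0.707 CPM. By edgeR 1 of the 19 was a DEG, the GABA transporter ine (LOC111711043), and 18 were higher and 1 lower at an unadjusted p under 0.05, when adjusted over the list alone and by DESeq2; the study chose the list on these libraries. When the 4 male libraries with female genes were left out, 6 were higher by edgeR, with a median of 1.42. Males at 50 µg/L differed from male control replicates 1, 2 and 3 by median log2 differences of 1.42, 2.00 and 1.16. In females at 50 µg/L, 5 of 17 tested members had positive and 12 negative values, 0 were DEGs by edgeR or DESeq2, and 1 was lower at an unadjusted p under 0.05.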

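Innexins form the gap junctions of invertebrates, and their genes pointed both ways in males at 50 µg/L. Shaking-B (LOC111718086) stood at 2.12 ± 0.987 CPM in controls and 8.31 ± 2.90 CPM at 50 µg/L, and the inx2 gene LOC111702621 at 5.18 ± 3.33 and 16.2 ± 1.75 CPM. The other inx2 gene (LOC111695314) was at 3.06 ± 0.771 CPM at 50 µg/L and at 3.43, 60.4 and 54.2 CPM in control replicates 1, 2 and 3. Their log2 fold changes were 1.97 (standard error 0.54), 1.66 (standard error 0.50) and -3.71 (standard error 0.91), with adjusted p from 0.0727 to 0.0852 by edgeR's quasi-likelihood test and from 0.00618 to 0.0179 by DESeq2. LOC111695314 was at least 2 times higher in females, and without the 4 male libraries with female genes its log2 fold change was -0.24.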

Drosophila with mutant *shaking-B* genes, also known as *Passover*, presented defects in the escape behaviour in response to a light-off stimulus. This emphasises the role of this gene in electrical synapse transmission [106,107]. Moreover, there was an up-regulation of genes coding for acetylcholine and glutamate receptors, GABA transporters, and *AChE-l* in males at 50 µg/L. Together, these genes code for proteins with critical roles in regulating neurotransmission and functionality of the neuromuscular system [108]. 

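The GABA transporter ine (LOC111711043) rose in males at 50 µg/L from 1.52 ± 0.632 to 9.80 ± 2.20 CPM (SD, n = 3; log2 fold change 2.65, standard error 0.47, adjusted p = 0.0499 by edgeR's quasi-likelihood test). GABA transporter 3 (LOC111704195) stood at 9.43 ± 5.07 and 34.2 ± 12.6 CPM, with adjusted p = 0.0727 by edgeR. Acetylcholinesterase (LOC111696990), which ends cholinergic signals, stood at 9.94 ± 1.15 and 31.6 ± 11.5 CPM (edgeR adjusted p = 0.0629). The acetylcholine receptor subunits LOC111695263, LOC111714797 and LOC111697821 stood at 11.4 ± 4.34, 16.3 ± 6.93 and 94.7 ± 15.5 CPM at 50 µg/L, against 2.00 ± 1.17, 5.72 ± 1.87 and 44.6 ± 15.4 CPM in controls. Glutamate receptor genes of the NMDA 1 (LOC111715709), NMDA 2B (LOC111715864) and kainate (LOC111700830) types had log2 fold changes of 1.46 (standard error 0.38), 2.51 (standard error 0.72) and 1.33 (standard error 0.34). By edgeR, only ine passed the threshold among these 9 genes, while all had DESeq2 adjusted p under it, from 9.46e-05 to 0.0128. In the fit without the 4 male libraries, the log2 fold changes of LOC111704195, LOC111696990 and LOC111695263 were 1.68, 1.47 and 2.41, and these genes were DEGs by edgeR.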

In this study, the *longitudinals lacking protein-like* (*lola-l*) was one of the down-regulated genes in males. This transcription factor is important for the growth and guidance of the axon and for neuronal projection in a developing olfactory system in Drosophila [109,110]. Furthermore, genes involved in visual perception were mis-regulated in males at 50 µg/L. These genes include (i) *chaoptin-like*, which codes for a photoreceptor cell-adhesion protein and is important in rhabdomere partitioning—the rod equivalent in invertebrates [111,112], (ii) *otx5-A-like*, probably involved in the forebrain and formation of optic vesicle in Xenopus [113] and related to *otd* in Drosophila, which is required for photoreceptor development [114], and (iii) *irreC-rst-like*, which is essential for axonal projection or programmed cell death during compound eye development in Drosophila [115,116]. These results indicate probable impairment of olfactory and visual perception, neuronal transmission, and muscular contraction in adult *E. affinis* after exposure at 50 µg/L for 72 h, albeit the lack of compound eyes in copepods and that the nauplius eye remains the only photoreceptor [117]. It would be beneficial to perform behavioural analysis, e.g., swimming behaviour or response to light stimulus, at the individual level to assess the effects of exposure to TEB. This is because the resulting impairment could lead to detrimental effects at individual and population levels. For instance, the walking activity in the TEB-targeted lepidopteran larvae *Anticarsia gemmatalis* was affected by ingestion of TEB at concentrations of 3.86 mg/mL and 12.16 mg/mL [118].

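The longitudinals lacking gene (LOC111712426) was at 34.0 ± 4.79 CPM in males at 50 µg/L, and at 28.2, 89.4 and 126 CPM in male control replicates 1, 2 and 3. Its log2 fold change was -1.25 (standard error 0.51), with adjusted p = 0.144 by edgeR's quasi-likelihood test and 0.0482 by DESeq2. The gene was at least 2 times higher in females than in males at 0.5 µg/L. Without the 4 male libraries with female genes, the log2 fold change was 0.23 (standard error 0.29).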

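Of 4 tested genes of vision, roughest (LOC111708628), an adhesion protein of the developing eye, rose in males at 50 µg/L from 8.57 ± 2.42 to 34.2 ± 2.17 CPM (log2 fold change 1.99, standard error 0.30, adjusted p = 0.0280 by edgeR's quasi-likelihood test). A second roughest gene (LOC111699563) stood at 8.95 ± 2.79 and 24.1 ± 3.49 CPM, with adjusted p = 0.0727 by edgeR. Chaoptin (LOC111695981) was at 5.30 ± 2.88 CPM at 50 µg/L and at 2.98, 55.0 and 65.7 CPM in control replicates 1, 2 and 3, and otx5-A (LOC111698143) at 6.18 ± 1.98 CPM and at 7.91, 17.2 and 23.4 CPM. By edgeR 1 of the 4 was a DEG; 2 were higher and 2 lower at an unadjusted p under 0.05 and when adjusted over the list alone, and 2 higher and 1 lower by DESeq2, on genes that the study chose. The median log2 difference of males at 50 µg/L from control replicates 1, 2 and 3 was 0.88, -0.03 and -0.60. With the 4 male libraries that held female genes left out, roughest LOC111708628 was the 1 DEG, and the log2 fold changes of chaoptin and otx5-A were 0.79 and -0.42.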

### 4.6. Epigenetic Modifications

Functional analysis of both sexes at 50 µg/L revealed the presence of GO terms linked to C-5 DNA methylation. Furthermore, genes that code for proteins involved in epigenetic mechanisms, such as DNA methylation/demethylation or histone modifications, were down-regulated in males. 

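Genes that set or remove marks on DNA and histones had negative log2 fold changes in males at 50 µg/L in 9 of 10 tested members, with a median of -1.35. The DNA N6-methyl adenine demethylase gene (LOC111713817) was at 46.8 ± 2.43 CPM at 50 µg/L and at 52.1, 142 and 168 CPM in male control replicates 1, 2 and 3. The histone methyltransferases PRDM9 (LOC111716023) and SETD1B (LOC111711039), which mark histone H3, had -1.69 (standard error 0.51) and -1.22 (standard error 0.38), and the histone acetyltransferase KAT8 (LOC111694847) had -1.32 (standard error 0.43). In edgeR's test, 0 of the 10 were DEGs, with adjusted p = 0.0841 for PRDM9; 9 were lower and 1 higher at an unadjusted p under 0.05 and when adjusted over the list alone, and 8 lower and 1 higher by DESeq2. The study chose these genes on these libraries, so the direction is not independent evidence, and 9 of the 10 were at least 2 times higher in females (8 with TMM). Median log2 differences from male control replicates 1, 2 and 3 were -0.12, -1.67 and -2.10. Leaving out the 4 male libraries with female genes, the median was -0.20, with 0 DEGs.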

Epigenetics was first described in the early 1940s and was later defined as the “study of mitotically and/or meiotically heritable changes in gene functions that cannot be explained by changes in DNA sequence” [119]. Among the heritable changes, DNA methylation remains the most studied. The addition of a methyl group to DNA cytosine residues limits access to proteins that initiate gene expression [120]. Therefore, the mis-regulation of genes that code for proteins involved in C-5 DNA methylation/demethylation that occurs in adult copepods after exposure to TEB can be used to explain mis-regulations of some genes. Furthermore, epigenetic changes could be transferred to next generations, which would lead to impairments of key biological functions. For these reasons, it could be beneficial to assess the global DNA methylation level in adult *E. affinis* exposed to TEB to ascertain epigenetic changes after exposure.

## 5. Conclusions

The aim of the present work was to explore the molecular response of a non-targeted organism to an ecdysone receptor agonist insecticide via a transcriptomic approach. We highlighted the similarities in the mode of action (MoA) of the insecticide on its target species and on the copepod *E. affinis* and the main biological function impacted by exposure to the insecticide. 

The data produced by the transcriptomic analysis allowed the identification of potential biomarkers, including genes specific to the ecdysone receptor agonist MoA as ecdysone early genes, as was proposed in *Gammarus fossarum* [39]. These specific precocious candidates should be complemented by late genes to deploy a battery of biomarkers to accurately identify exposure to ecdysone agonists. Thus, in this study, genes that code for proteins involved in the metabolism of the cuticle and genes involved in the neuromuscular pathways were mis-regulated in both sexes, probably through the action of TEB on early genes. The above-mentioned results are consistent with those of previous studies on the effects of ecdysone receptor agonists on arthropods; effects that lead to the development of an adverse outcome pathway (AOP). Researchers consider early genes as the first key molecular event to result in late key events linked (among others) to impairment of the moulting and neuromuscular system at the tissue/organ level to the final adverse outcome in individuals [104]. Furthermore, down-regulation of *vtg* could be an appropriate biomarker for effects of ecdysone receptor agonists (although not for feminisation), as the *vtg* expression is potentially controlled by ecdysteroids [102]. Together with the above-mentioned potential markers of ecdysone receptor agonists and exposure to insect growth regulators, our results highlight more “classical” indicators of stress, such as genes involved in defence against oxidative stress, DNA repair, insecticide detoxification, and resistance. The present study additionally highlighted genes that code for proteins involved in DNA methylation and histone modification. These genes could be considered biomarkers for epigenetic modification. The present study also allowed the detection of putative physiological responses, which could guide future investigations on higher biological levels: (i) alteration of the cuticle protective function or moulting process, (ii) behavioral impairments, and (iii) reproductive issues. Figure 3 summaries the data obtained by the transcriptomics analysis and presents potential links between gene mis-regulation and potential effects at higher biological levels. Finally, this study reinforces the suitability of the use *E. affinis* as an appropriate ecotoxicological model and reinforces the importance of sex as a factor to be considered in ecotoxicogenomics.

## Figures and Tables

**Figure 1:**
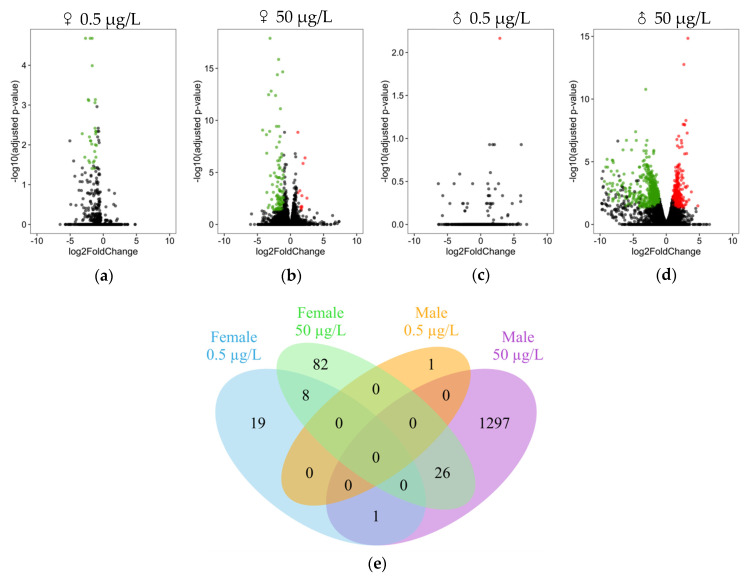
Differentially expressed genes (DEGs) in female (**a**,**b**) and male (**c**,**d**) copepods exposed to 0.5 µg/L (**a**,**c**) and 50 µL/L (**b**,**d**) of TEB. Genes with |FoldChange| ≥ 2 and an adjusted *p*-value ≤ 0.05 were considered mis-regulated. Down-regulated genes are represented in green and up-regulated genes in red. (**e**) Venn diagram of DEGs shared between sexes and TEB concentrations. Green and red dots respective down- and up- regulated genes with their log2FoldChange. If not significant, dots were grey.

**Figure 2:**
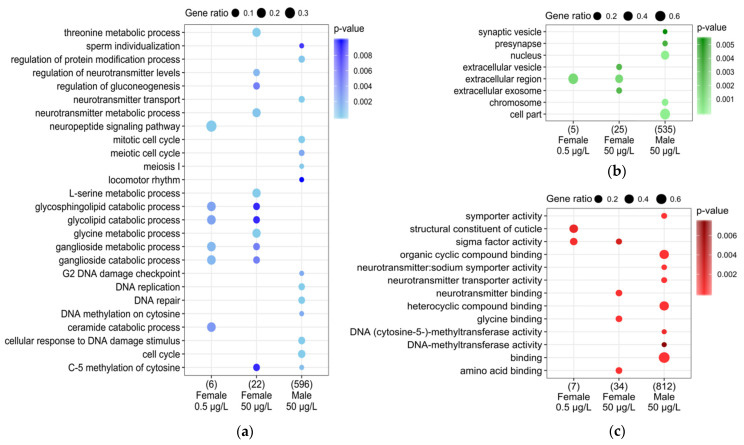
Dotplot of the main GO terms highlighted after the functional enrichment in females and males exposed to 0.5 and/or 50 µg/L of TEB. The functional analysis was performed in three aspects, i.e., (**a**) biological process, (**b**) cellular component, and (**c**) molecular function. GO terms were considered enriched with a Fisher’s exact test *p*-value ≤ 0.01. Dot size, i.e., gene ratio, is the ratio between the number of genes in a given GO term to the total number of mis-regulated genes considered in the GO enrichment analysis (indicated in parentheses on the dot plot).

**Figure 3:**
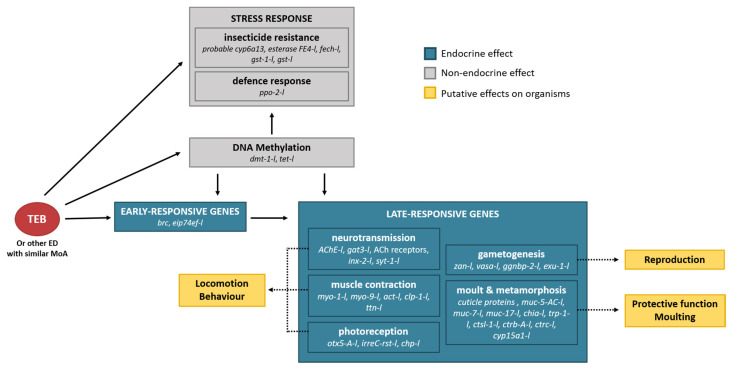
Representation of the putative effects triggered by TEB or other EDs with a similar mode of action on adult male and female *E. affinis*. Grey and blue panels represent the mis-regulated genes and main biological functions observed at the molecular level by the transcriptomic analysis performed in the present work. Yellow panels and dotted arrows represent putative effects triggered by the mis-regulation of those genes at higher biological levels.

**Table 1:** Concentration of tebufenozide (TEB) in water.

Sample	Time	[TEB] (µg/L)
Control	T0	<QL ^1^
TEB 0.5 µg/L	T0	<QL ^1^
TEB 50 µg/L	T0	13.82
Control	T72h	<QL ^1^
TEB 0.5 µg/L	T72h	<QL ^1^
TEB 50 µg/L	T72h	11.73

^1^ Quantification limit (QL) = 0.4 µg/L.

**Table 2:** Differentially expressed genes (DEGs) of interest after exposure to TEB at 0.5 and 50 µg/L in adult females and males of *E. affinis*. Gene symbols and descriptions were retrieved from the NCBI database and sorted by main biological functions. * and ** respective down- and up- regulated genes with their log2FoldChange. Only significant DEGs are represented; if not significant, cells were -.

	Gene Symbol and Description	♀ 0.5 µg/L	♀ 50 µg/L	♂ 50 µg/L
Moulting and metamorphosis	LOC111704351 broad-complex core protein isoforms 1/2/3/4/5-like	-	-	−1.63 *
	LOC111709681 broad-complex core protein isoforms 1/2/3/4/5-like	-	-	−1.09 *
	LOC111694963 broad-complex core protein isoforms 1/2/3/4/5-like	-	-	−1.49 *
	LOC111704069 ecdysone-induced protein 74EF-like	-	-	1.40 **
	LOC111697606 cuticle protein 7-like	−2.68 *	-	-
	LOC111698563 cuticle protein 7-like	-	−3.02 *	-
	LOC111702984 cuticle protein 16.5-like	−2.18 *	-	-
	LOC111704119 cuticle protein 16.5-like	−1.97 *	-	-
	LOC111708925 cuticle protein 16.5-like	−2.09 *	-	-
	LOC111711095 cuticle protein 16.5-like	-	−1.24 *	-
	LOC111717477 methyl farnesoate epoxidase-like	-	1.53 **	2.97 **
Glycosphingolipids	LOC111699882 ganglioside GM2 activator-like	−1.11 *	-	-
	LOC111702480 ganglioside GM2 activator-like	-	−1.70 *	-
Mucins	LOC111697205 mucin-5AC-like	−1.90 *	−1.88 *	-
	LOC111710342 mucin-5AC-like	-	-	−1.23 *
	LOC111699105 mucin-5AC-like	-	-	−2.95 *
	LOC111716966 mucin-7-like	-	-	−1.26 *
	LOC111700935 mucin-17-like	-	-	−7.06 *
	LOC111713839 mucin-17-like	-	-	−1.02 *
Protease	LOC111697677 cathepsin L1-like	-	-	1.11 **
	LOC111707394 chymotrypsin-like protease CTRL-1	-	-	1.31 **
	LOC111701514 chymotrypsinogen A-like	-	-	1.31 **
	LOC111697179 endochitinase A-like	-	-	−1.26 *
	LOC111716204 trypsin-1-like	-	−1.54 *	-
	LOC111703434 trypsin-1-like	-	-	1.62 **
Muscle	LOC111696032 actin, clone 403-like	-	-	1.51 **
	LOC111717718 actin, muscle-like	-	-	1.09 **
	LOC111697494 calpain clp-1-like	-	-	1.64 **
	LOC111713061 myocyte-specific enhancer factor 2-like	-	-	1.76 **
	LOC111712575 myosin-1-like	-	-	2.96 **
	LOC111695443 myosin-9-like	-	-	−1.44 *
	LOC111711689 myosin heavy chain, muscle-like	-	−2.25 *	−1.92 *
	LOC111711716 myosin heavy chain, muscle-like	-	−3.56 *	−2.86 *
	LOC111715464 myosin heavy chain, muscle-like	-	-	1.61 **
	LOC111708305 myosin regulatory light chain 2-like	-	-	1.08 **
	LOC111703505 titin homolog	-	-	1.34 **
	LOC111697095 titin-like	-	-	1.21 **
Neuro-transmission	LOC111696990 acetylcholinesterase-like	-	-	1.62 **
	LOC111695263 acetylcholine receptor subunit alpha-like	-	-	2.45 **
	LOC111697821 acetylcholine receptor subunit alpha-type acr-16-like	-	-	1.03 **
	LOC111714797 acetylcholine receptor subunit beta-like 2	-	-	1.45 **
	LOC111695314 innexin inx2-like	-	-	−3.75 *
	LOC111702621 innexin inx2-like	-	-	1.60 **
	LOC111718086 innexin shaking-B-like	-	-	1.92 **
	LOC111698781 neurexin-1-like	-	-	1.45 **
	LOC111698578 neurexin-3-like	-	-	1.25 **
	LOC111704195 sodium- and chloride-dependent GABA transporter 3-like	-	-	1.79 **
	LOC111711043 sodium- and chloride-dependent GABA transporter ine-like	-	-	2.61 **
	LOC111708680 synaptotagmin 1-like	-	-	1.33 **
	LOC111697845 synaptotagmin 1-like	-	-	1.75 **
	LOC111703377 synaptotagmin-1-like	-	-	2.86 **
	LOC111715709 glutamate [NMDA] receptor subunit 1-like	-	-	1.41 **
	LOC111700830 glutamate receptor ionotropic, kainate 1-like	-	-	1.28 **
	LOC111715864 glutamate receptor ionotropic, NMDA 2B-like	-	-	2.48 **
	LOC111712426 longitudinals lacking protein-like	-	-	−1.32 *
Visual perception	LOC111695981 chaoptin-like	-	-	−3.02 *
	LOC111698143 homeobox protein otx5-A-like	-	-	−1.46 *
	LOC111708628 irregular chiasm C-roughest protein-like	-	-	1.93 **
	LOC111699563 irregular chiasm C-roughest protein-like	-	-	1.37 **
Defence response-Insecticide resistance	LOC111716773 phenoloxidase 2-like	-	-	−8.32 *
	LOC111705105 probable cytochrome P450 6a13	-	-	1.38 **
	LOC111715882 esterase FE4-like	-	-	−2.46 *
	LOC111698650 ferrochelatase, mitochondrial-like	-	-	−1.56 *
	LOC111698532 glutathione S-transferase 1-like	-	-	1.60 **
	LOC111714366 glutathione S-transferase-like	-	-	1.76 **
DNA methylation	LOC111700762 DNA (cytosine-5)-methyltransferase 1-like	-	-	−1.72 *
	LOC111703921 DNA (cytosine-5)-methyltransferase 1-like	-	-	−1.52 *
	LOC111713817 DNA N6-methyl adenine demethylase-like	-	-	−1.43 *
Reproduction	LOC111695973 neprilysin-1-like	-	-	1.26 **
	LOC111714647 neprilysin-2-like	-	-	1.18 **
	LOC111700675 protein white-like	-	-	1.63 **
	LOC111704362 vitellogenin-like	-	-	−7.78 *
	LOC111702462 ATP-dependent RNA helicase vasa-like	-	-	−3.02 *
	LOC111697048 gametogenetin-binding protein 2-like	-	-	−1.77 *
	LOC111705270 maternal protein exuperantia-1-like	-	-	−2.15 *
	LOC111716440 zonadhesin-like	-	-	−1.58 *
DNA repair	LOC111707470 cell cycle checkpoint protein RAD17-like	-	-	−1.33 *
	LOC111710432 DNA mismatch repair protein Msh6-like	-	-	−1.32 *
	LOC111701439 probable DNA double-strand break repair Rad50 ATPase	-	-	−1.37 *

## Data Availability

Raw and count data are accessible in the GEO repository (https://www.ncbi.nlm.nih.gov/gds accessed on 20 September 2021) under accession number GSE173927.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12101484/s1, Figure S1: *E. affinis* mortality after exposure to tebufenozide (0.5 to 500 µg/L). Each concentration point was performed in triplicate (*n* = 10 per replicate). Mortality was recorded every day along the 96h exposure. Figure S2: Heatmap of the Euclidean distance (a) and PCA (b) from the count matrix for all sequenced samples. 

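The number of raw reads per library that the paper lists in Table S1 sets an upper limit on the counts. The share of these reads that ended up counted in a gene was 42.4% to 49.3% in the 9 male libraries and 54.8% to 57.0% in the 9 female libraries, so it differed between the sexes more than between concentrations. Reads are lost from the raw number to the counts when they are trimmed away, match no place in the genome or match no gene.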

Table S1: Number and quality score of raw reads obtained after sequencing. Table S2: List of DEGs in both sexes at 0.5 and 50 µg/L of TEB and list of shared genes between conditions. Table S3: Complete list of GO terms and KEGG pathways significantly enriched for both sexes at 0.5 and 50 µg/L of TEB.

# Supplementary material for: Susceptibility of the Non-Targeted Crustacean Eurytemora affinis to the Endocrine Disruptor Tebufenozide: A Transcriptomic Approach
**Source:** Genes (Basel). 2021 Sep 24;12(10):1484. doi: 10.3390/genes12101484
**Supplement:** Supplementary file 1

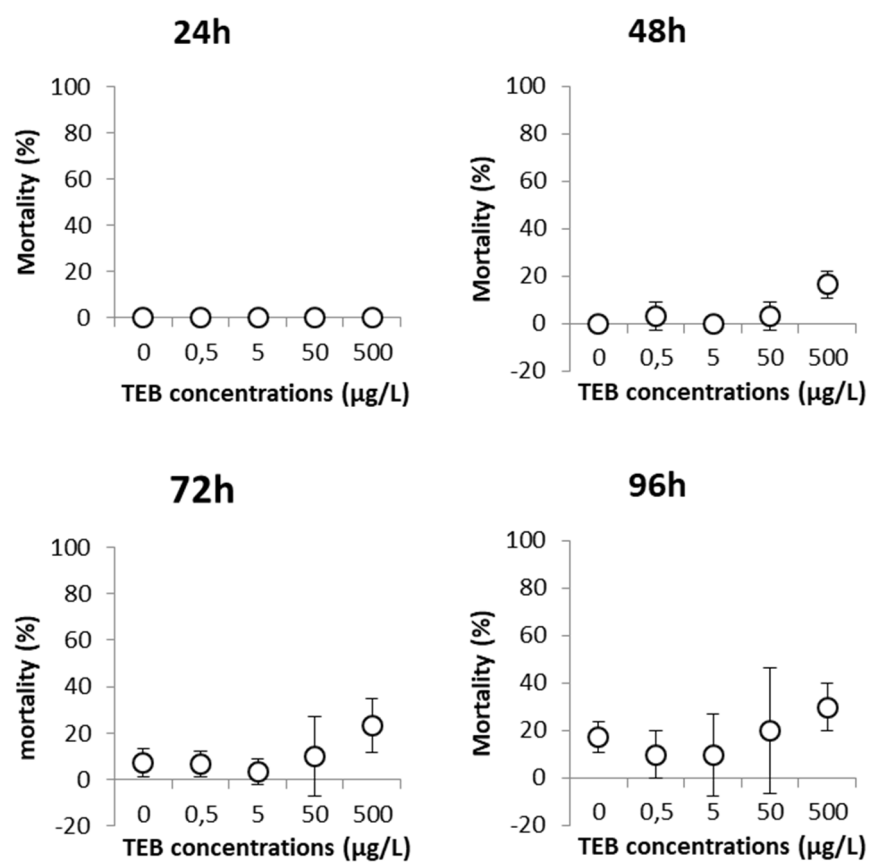

**Figure S1.** *E. affinis* mortality after exposure to tebufenozide (0.5 to 500 µg/L). Each concentration point was performed in triplicate (n=10 per replicate). Mortality was recorded every day along the 96h exposure.

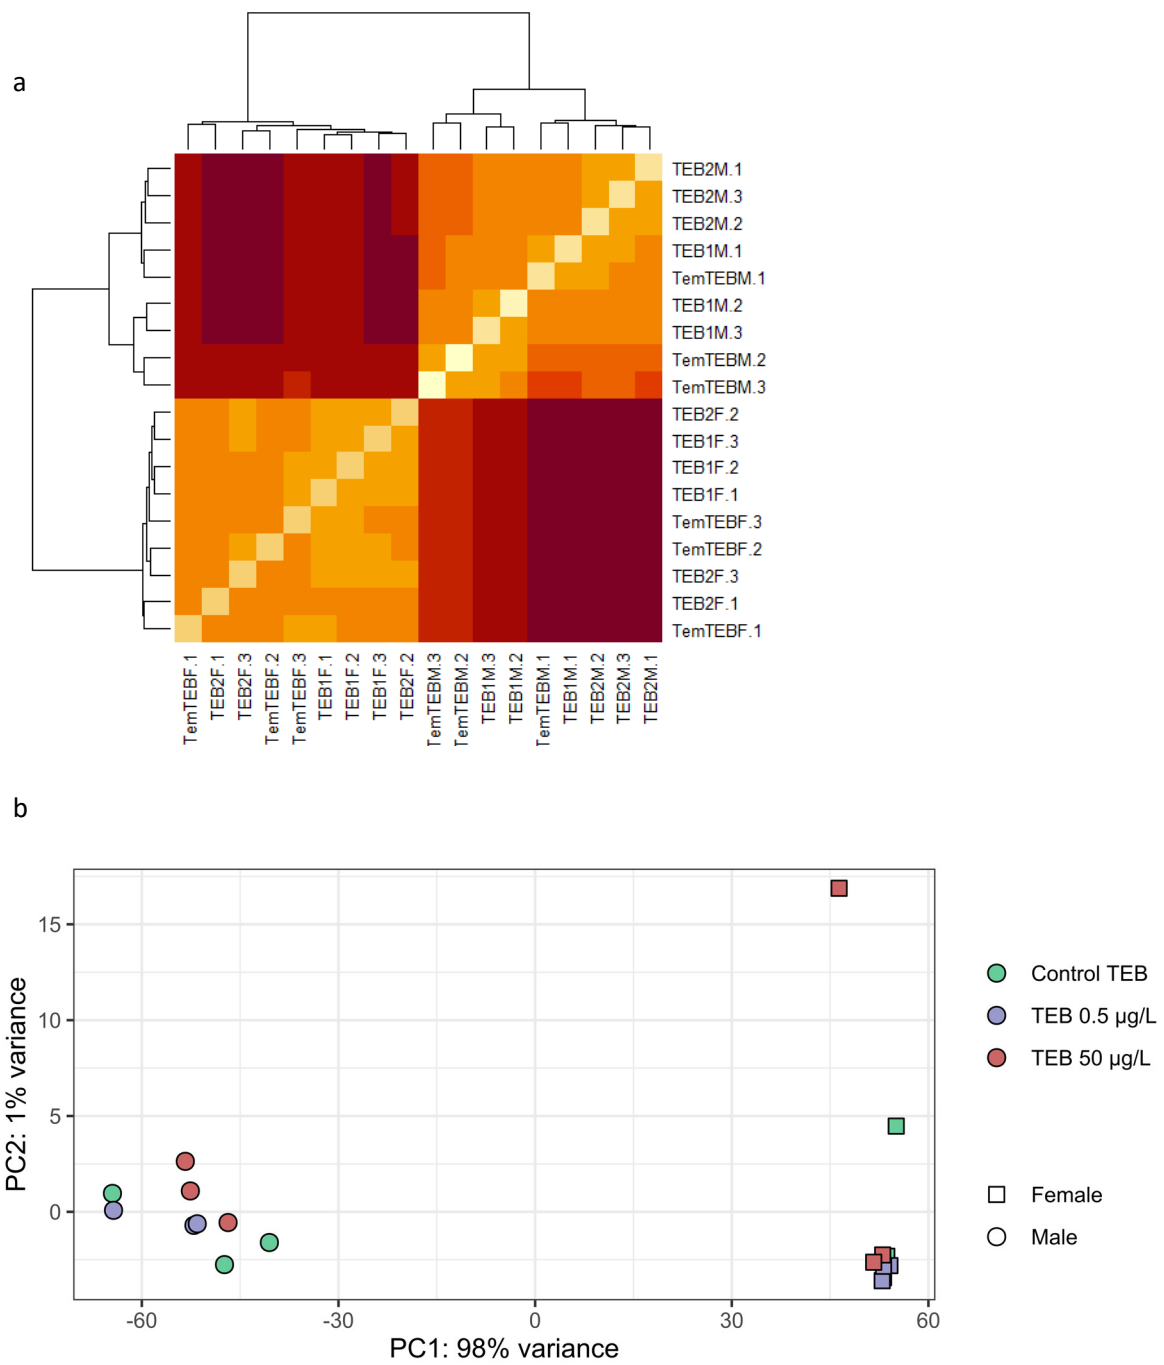

**Figure S2.** Heatmap of the Euclidean distance (a) and PCA (b) from count matrix for all sequenced samples.

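A heatmap of Euclidean distances sets each library against each other one, and libraries with like counts have short distances. Taken across genes on log2 CPM, the mean correlation of male control replicates 1, 2 and 3 with the 9 female libraries was 0.581, 0.794 and 0.821. For males at 0.5 µg/L it was 0.571, 0.737 and 0.744, and for males at 50 µg/L 0.589, 0.585 and 0.596.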

How the deposited data were processed for this re-analysis (not part of the article)

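RNA sequencing of *Eurytemora affinis* was measured in 18 libraries, made from 3 pools of 30 copepods for each sex at nominal TEB concentrations of 0, 0.5 and 50 µg/L after 72 h. The values used are the raw counts per gene that the authors deposited, in 1 table of 23728 genes. According to the authors, reads were trimmed with Trimmomatic, aligned to the Eaff_2.0 genome with STAR and counted per gene with featureCounts, and the 2 runs of each library on the high output flow cell were merged. The versions of these tools, the strand setting and the treatment of reads that match several genes are not given in the sources used here. Depth was 3882407 to 17114866 counts per library, with 7909420 to 10468479 in male controls and 3882407 to 8181508 in males at 50 µg/L, so genes with few counts are measured least precisely in males at 50 µg/L. All columns of the table were used, and 1277 genes had no counts in any library. A reference annotation was not used here, so gene names come from the study's own tables, and other genes are not named.

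Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were normalized by TMM, and genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15. Within each sex, edgeR's quasi-likelihood model was fitted to 9 libraries in 3 groups, and pairs of groups were compared with p adjusted by the Benjamini-Hochberg procedure. The standard errors given for edgeR are the absolute log2 fold change divided by the square root of the F statistic of this test. The interaction of sex and TEB and the comparison of female with male controls used all 18 libraries in 6 groups. The study's thresholds, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, were applied. Principal components were computed from the 500 most variable genes after DESeq2's variance-stabilizing transformation. Log2 CPM used a prior count of 2, and median log2 differences between libraries used an offset of 0.5 CPM. The 200 female genes had the highest ratio of females to males at 0.5 µg/L and a mean of at least 10 CPM in those females, with ratios of the sexes from CPM of library totals unless TMM is named, and the level in males was compared between groups by exact permutation of 3 against 3 libraries, whose smallest two-sided p is 0.1. Counts of shared genes were set against those of independent calls by an exact one-sided hypergeometric test, which takes genes as independent. For genes with fewer than 4 counts in a group, the ratio of CPM has a 95% counting interval.

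The samples, comparisons, alternatives and the rule for naming genes were set before the data were examined, with the values of Table 2 and Table S2 of the paper already seen. By this rule, genes were named that the study's Results text or Table 2 gives by identifier. In each comparison, the rule adds the 10 higher and 10 lower genes of smallest p past both thresholds, with a product name and with all 3 treated libraries on one side of all 3 controls. Members of a gene list were chosen by smallest p, and genes of comparisons with few calls were added after their values were seen. Gene lists were built by name from the study's tables, so every member was chosen by the study on these libraries. For that reason members were counted, and tests of a list against all other genes were not run. The enrichment of terms was not redone, and only the members that Table S3 lists, at most 29 for each term, were counted.

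Replicate numbers were checked for pairing by correlating the deviations of libraries from their group means. In males at 0.5 µg/L and male controls, libraries of the same number correlated by 0.597, 0.274 and 0.361. Replicates 2 and 3 of both groups held female genes and replicate 1 hardly did, which can by itself give such correlations. Pairing of samples by number is therefore not shown. A model with the replicate as block called 0 genes there, as did the model without it. In the other comparisons, not every pair of the same number correlated above 0.1. The pipeline was tested on simulated data with the spread of the real groups, for 50 µg/L against control. In females, edgeR recovered 48% of genes changed 2 times and 99% of genes changed 4 times, and in males 3% and 75%. A change of 2 times lies at the fold threshold, which limits its recovery at any spread. In females the simulation gave edgeR and DESeq2 like recovery, unlike their calls in the data, so these shares may not hold for the real libraries. The alternatives were normalization by RLE or upper quartile, a filter of a mean of 1 CPM or none, DESeq2, both edgeR and DESeq2, edgeR's likelihood ratio test, only the compared groups, all 18 libraries, replicate as block, a term for the flow cell, the level of female genes as covariate, leaving out each library or the pair of dispersed female libraries, the adjusted p alone, and other principal component settings. Leaving out male control replicates 2 and 3, leaving out 4 male libraries, and requiring both edgeR's likelihood ratio test and DESeq2 were added after the data were seen. For comparisons within males, the flow cell term was fitted over all 18 libraries, as flow cell and 50 µg/L coincide in males. Survival, chemistry and biochemical measurements of the paper are not analysed here.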

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

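The tests of female RNA on genes lower by DESeq2, on higher genes and on the size of the change of lower genes, of the flow cell on higher genes, the shares with TMM, and the division of regroupings by male groups were chosen after seeing the results; the share of genes lower by edgeR that were higher in females, the flow cell on lower and on shared genes, and the regrouping were set beforehand.

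Female genes, which the paper does not analyse, reached 34.9% and 45.6% of the level of females at 0.5 µg/L in male control replicates 2 and 3, and 19.0% and 19.2% in male 0.5 µg/L replicates 2 and 3. The comparison of males at 50 and 0.5 µg/L, which the paper does not give, had 7 DEGs by edgeR. Female and male controls, which the paper does not compare gene by gene, differed in 8397 genes, 2146 higher and 6251 lower in females. A test of the interaction of sex and TEB at 50 µg/L, which the paper does not report, called 2 genes. These calls were lost in several alternatives given below, so a difference between the sexes in the effect of TEB is not established by them.

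Genes lower by DESeq2 in males at 50 µg/L may reflect female RNA in male control pools. Of these, 88.0% were at least 2 times higher in females (82.8% with TMM). Their median log2 fold change was -1.52 over 1239 genes. Without the 4 male libraries it was -0.46 over the 1147 that stayed in the fit. This is 0.303 of its value (quartiles over the genes 0.097 and 0.567), as predicted if female RNA is the cause. Male controls among those 4 libraries entered the comparison that picked these genes. Leaving them out can shrink the change whatever made those controls differ, so the drop cannot tell female RNA from other causes. Among the 15 genes lower by edgeR, 46.7% were at least 2 times higher in females (40% with TMM). Their median log2 fold change kept 0.795 of its value without the 4 male libraries (quartiles 0.727 and 1.03), with 1 control library left. With all libraries and the female gene covariate it kept 0.781 (quartiles 0.765 and 1.02). The change that is left argues against female RNA as the whole cause for these 15 genes only. They were picked on the same libraries, control replicate 1 among them, which favours genes with like male controls, so this is no independent evidence. None of the 200 female genes reached the ratio between the sexes that the test set beforehand also named (the highest log2 ratio was 5.09), so that part of it was not tested. Female animals in male pools and carry-over between samples are hypotheses that these counts cannot tell apart, and a biological change in the male controls is not excluded.

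The 35 genes higher by edgeR in males at 50 µg/L are less likely to come from female RNA. They too were picked on these same libraries, which favours genes with like male controls, so this is no independent evidence. Their median log2 fold change kept 0.894 of its value without the 4 male libraries (quartiles 0.829 and 0.968), and 0.858 with the female gene covariate. For the 739 genes higher by DESeq2 it kept 0.735 (quartiles 0.578 and 0.881) and 0.763, going from 1.46 to 1.07 without the 4 male libraries with all 739 signs kept, so how much of their change is female RNA stays open. The departure of female 0.5 µg/L replicate 3, on the flow cell of 50 µg/L, from replicates 1 and 2 was -0.00704 of the male log2 fold change over the 35 higher genes (median, quartiles -0.149 and 0.14) and 0.185 over the 15 lower ones (0.0566 and 0.687), both below what the flow cell predicts; as 1 female library cannot exclude the flow cell in males, it stays open for both.

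For the 26 genes the paper lists in both sexes, the departure of female 0.5 µg/L replicate 3 was 0.675 of the male log2 fold change (median, quartiles 0.42 and 0.971), as predicted if flow cell or read length is the cause. Myosins followed this (0.849) and the hsp70 genes did not (-0.018), so a technical source is a candidate explanation for part of the genes; the value rests on the same 1 female library, so it cannot settle this either.

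When libraries were regrouped, 10 of 10 splits reached the real 0 genes in females at 0.5 µg/L (highest other 0), 10 of 10 in males at 0.5 µg/L (highest other 1) and 10 of 10 between the concentrations in females (highest other 0). In females at 50 µg/L, 2 of 10 splits reached the real 1 gene. The highest other, with female control replicates 1 and 3 and female 50 µg/L replicate 2 in 1 group, called 222. So 1 grouping other than that by TEB gave more calls than the real one, and its cause was not tested. In males at 50 µg/L (50 genes), between the concentrations in males (7) and between the controls of the sexes (8397), the real split was the 1 of 10 with calls, and the highest other gave 0. With 3 libraries against 3, 10 splits are too few for a share under 0.05. For the interaction at 50 µg/L, 8 of 100 regroupings reached the real 2 genes (highest other 1078), so chance is not excluded by this count. Of the 7 other regroupings that kept the male libraries in their groups, 6 reached 2 genes, but these hold the difference in males and are no reference without an effect; of 92 that broke up the male groups 1 did, with 553. At 0.5 µg/L, 100 of 100 reached the real 0 (highest other 627, with the male groups broken up); counts so far above the real ones point to a structure of the samples.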

How the results depend on the processing

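Leaving out male control replicates 2 and 3 or 4 male libraries (replicates 2 and 3 of control and 0.5 µg/L), and requiring both edgeR's likelihood ratio test (LRT) and DESeq2 with all groups or with the compared groups only, were chosen after seeing the results. In females at 0.5 µg/L, the 0 DEGs became 7 by DESeq2, 15 by LRT, and 7 and 26 by LRT and DESeq2 together; leaving out libraries gave 0 to 0. In females at 50 µg/L, the 1 DEG became 139 by DESeq2, 150 by LRT, 32 with the compared groups only, 10 without a filter, 3 with all 18 libraries, 0 with RLE, upper quartile, a mean of 1 CPM, the replicate block, the flow cell term or the 2 dispersed female libraries left out, 113 and 121 by LRT and DESeq2 together, and 0 to 45 when leaving out a library. In males at 0.5 µg/L, the 0 DEGs became 3 by DESeq2, 7 by LRT, and 2 and 1 by LRT and DESeq2 together. In males at 50 µg/L, the 50 DEGs became 1978 by DESeq2, 1736 by LRT, 508 without a filter, 2128 with all 18 libraries, 1707 with the replicate block, 0 with the flow cell term, 315 with the female gene covariate, 14 without male control replicates 2 and 3, 416 without the 4 male libraries, 1543 and 1416 by LRT and DESeq2 together, and 0 to 4060 when leaving out a library (4060 without male control replicate 1, 1 without replicate 3). Between the concentrations, females went from 0 to 10 by DESeq2, 3 by LRT, 1 with the block and 0 to 28 when leaving out a library; males went from 7 to 387 by DESeq2, 459 by LRT, 0 with upper quartile, 17 without a filter, 392 with the compared groups only, 326 with all 18 libraries, 422 with the block, 0 with the flow cell term, 373 with the covariate, 381 without the 4 male libraries and 0 when leaving out any library. For the interaction at 50 µg/L, 2 became 1922 by DESeq2, 1918 by LRT, 22 with upper quartile, 5 without a filter, 0 with the compared groups only or without the dispersed female libraries, and 0 to 4377 when leaving out a library (1303 without female control replicate 2); at 0.5 µg/L, 0 became 38 by DESeq2, 60 by LRT and 0 to 5. The controls of the sexes differed in 8397 genes, and in 5978 to 11386 in all alternatives; with upper quartile the split was 1056 higher and 6867 lower. Shared genes of females at both concentrations went from 0 to 4 by DESeq2, 8 by LRT, and 3 and 7 by LRT and DESeq2 together, and those of both sexes from 0 to 33 by DESeq2, 3 without a filter, 34 by LRT, 5 with the compared groups only, and 27 and 25 by LRT and DESeq2 together. PC1 held 91.7%, 80.1% on log2 CPM and 74.6% over all genes. The gene lists had 12 DEGs, 141 by DESeq2, 0 with the flow cell term, 30 without the 4 male libraries and 0 to 147 when leaving out a library (1 without male control replicate 3). The Table 2 genes had 8, 77 by DESeq2, 0 with the flow cell term, 14 without the 4 male libraries, 60 with the block and 0 to 69 when leaving out a library. Of the calls of named genes, 52 became 125 by DESeq2, 22 with the flow cell term, 105 with the block and 21 to 110 when leaving out a library. Without the 4 male libraries, log2 fold changes changed sign in males at 50 µg/L for LOC111695443 (0.0356), LOC111695981 (0.79), LOC111712426 (0.23) and LOC111715882 (0.33). With the flow cell term, they changed sign in females at 50 µg/L for LOC111698563 (0.0393), LOC111711095 (0.32) and LOC111717477 (-0.0607), in males at 50 µg/L for LOC111711689 (0.0324) and LOC111711716 (0.18), and between the concentrations in males for LOC111711716 (0.25) and LOC111712963 (0.21). The cause was not tested. Tests of gene lists against all other genes were not run, since all list members were chosen by the study.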

Differences from the paper's values

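The requirement of both edgeR's likelihood ratio test and DESeq2 was chosen after seeing the values; the other alternatives were set before the data were examined.

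The paper gives 28 DEGs in females at 0.5 µg/L and edgeR's quasi-likelihood test gave 0; no alternative set beforehand came close, with 7 by DESeq2 and 15 by the likelihood ratio test. The paper gives 1 DEG in males at 0.5 µg/L, against 0 here, and no alternative set beforehand gave 1, with 3 by DESeq2 and 7 by the likelihood ratio test. The paper gives 116 DEGs in females at 50 µg/L, against 1 here; DESeq2 (139) and the likelihood ratio test (150) came close, and the other alternatives set beforehand did not. The paper gives 1324 DEGs in males at 50 µg/L, against 50 here; DESeq2 (1978), the likelihood ratio test (1736) and the replicate block (1707) came close, and the other alternatives set beforehand did not. Of these, the paper gives 65% as lower, against 30% here; DESeq2 (62.6%), no filter (64.4%), the likelihood ratio test (56.5%), the compared groups only (53.1%), all 18 libraries (70.7%), the replicate block (54.7%), the female gene covariate (61.3%) and leaving out male control replicate 1 (54.9%) came close, and the others did not. The paper gives 26 genes shared by the sexes at 50 µg/L, against 0 here; DESeq2 (33) and the likelihood ratio test (34) came close. The paper gives 8 genes shared by females at both concentrations, against 0 here; the likelihood ratio test gave 8 and no other alternative set beforehand came close.

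Requiring both the likelihood ratio test and DESeq2, with only the compared groups in each fit, gave 26 DEGs in females at 0.5 µg/L, 121 in females and 1416 in males at 50 µg/L, 1 in males at 0.5 µg/L, and 7 and 25 shared genes. Under this rule, 7 of the 28, 6 of the 116, 0 of the 1 and 52 of the 1324 genes that the paper lists were not called. With all groups in the fit it gave 7, 113, 2 and 1543 DEGs, and 21, 23, 0 and 188 of the paper's genes were not called.

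For the lowest library, the paper gives 7 in its unit of reads after pre-processing, and 3.88 in the same unit (3882407 reads) were counted in genes here, which is another quantity; no alternative applies.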

Other observations

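These observations were chosen after seeing the results.

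Of 9 tested heat shock genes, which the paper does not discuss as a group, 7 had positive log2 fold changes in each sex at 50 µg/L. In males the median was 2.02, and the median log2 differences from male control replicates 1, 2 and 3 were 1.88, 1.64 and 1.71. The small heat shock protein beta-1 (LOC111708726) had 1.68 (standard error 0.30) in males, with edgeR adjusted p = 0.0501, and 0.94 (standard error 0.25) in females, and hsp83 (LOC111707609), a chaperone of steroid receptors, had -1.25 (standard error 0.38) and -1.70 (standard error 0.42). By edgeR 0 were DEGs in either sex, with 7 higher and 2 lower in males and 5 higher and 1 lower in females at an unadjusted p under 0.05; DESeq2 called 7 higher and 1 lower in males and 3 and 1 in females. The study chose these genes on these libraries, and reads of hsp70 paralogs may be shared. Without the 4 male libraries, 8 were positive and 1 negative in males, so 1 member turned, and 5 were higher by edgeR, with a median of 2.01.

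Among the genes of smallest p between female and male controls, serpin B10 (LOC111700682), named for a protease inhibitor, had 0 counts in female controls and 2030 in male controls, at least 1023 times lower in CPM by counting error only. Protein disulfide-isomerase (LOC111708797), a folding enzyme, stood at 2.35 ± 0.968 CPM in females and 116 ± 45.4 CPM in males, and protein tramtrack (LOC111701841), named for a repressor of transcription, at 144 ± 24.0 and 55.8 ± 17.4 CPM. Since male control replicates 2 and 3 held female genes, differences between the sexes may be underestimated; without the 4 male libraries 11386 genes differed, against 8397 with all.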
